# Mapping of histone-binding sites in histone replacement-completed spermatozoa

**DOI:** 10.1038/s41467-018-06243-9

**Published:** 2018-09-24

**Authors:** Keisuke Yoshida, Masafumi Muratani, Hiromitsu Araki, Fumihito Miura, Takehiro Suzuki, Naoshi Dohmae, Yuki Katou, Katsuhiko Shirahige, Takashi Ito, Shunsuke Ishii

## Abstract

The majority of histones are replaced by protamines during spermatogenesis, but small amounts are retained in mammalian spermatozoa. Since nucleosomes in spermatozoa influence epigenetic inheritance, it is important to know how histones are distributed in the sperm genome. Conflicting data, which may result from different conditions used for micrococcal nuclease (MNase) digestion, have been reported: retention of nucleosomes at either gene promoter regions or within distal gene-poor regions. Here, we find that the swim-up sperm used in many studies contain about 10% population of sperm which have not yet completed the histone-to-protamine replacement. We develop a method to purify histone replacement-completed sperm (HRCS) and to completely solubilize histones from cross-linked HRCS without MNase digestion. Our results indicate that histones are retained at specific promoter regions in HRCS. This method allows the study of epigenetic status in mature sperm.

## Abstract (web summary)

While a majority of histones are replaced by protamines during spermatogenesis, a small amount is retained in mammalian spermatozoa. Here the authors develop a method to purify histones from replacement-completed sperm (HRCS), completely solubilize histones from cross-linked HRCS without MNase digestion, and map histone-binding sites in these cells.

## Introduction

Increasing evidences indicate that various paternal environmental factors affect the gene expression pattern and traits in an offspring. Paternal nutritional conditions such as a high-fat or low-protein diet induce gene expression changes in the pancreatic islets of rat or the liver of mouse offspring, respectively^1,2^. Furthermore, in utero undernourishment perturbs the metabolism in offspring via sperm^3^. Although the mechanism of paternal inheritance of environmentally induced changes remains elusive, some evidences suggested that histone modification changes play an important role^4^. We previously demonstrated that *Drosophila* transcription factor ATF2 mediates the heat shock-induced or osmotic stress-induced reduction of histone H3 lysine 9 trimethylation (H3K9me3), which is transmitted to the next generation^5^. The other group also reported that overexpression of the histone H3 lysine 4 (H3K4) demethylase KDM1A (also known as LSD1) during spermatogenesis impairs the development and survivability of the offspring^6^. However, the molecular mechanisms underlying paternal epigenetic transmission are still unclear.

To understand these mechanisms, it is important to know the distribution of histones in mature sperm. During mammalian spermatogenesis, most histones are replaced by protamines in spermatids^7^. Histone-to-protamine replacement is essential for inducing sperm nuclear condensation, which is one of the most important parameters for estimating human sperm quality. Indeed, round spermatid nucleus injection into oocytes has a lower fertilization rate than intracytoplasmic sperm injection^8^. In the clinical field of assisted reproduction techniques, mature sperm have traditionally been prepared from human semen mainly using two methods: Percoll gradient centrifugation or the swim-up procedure^9^. The Percoll procedure to isolate normal sperm were the first innovative method to improve pregnancy rates in human in vitro fertilization. The swim-up method is now popularly used for isolating high-motility sperm and removing the abnormal sperm. Some studies suggest that the Percoll method is more effective than the swim-up method in producing samples with higher nuclear sperm condensation and lower populations of morphologically abnormal sperm^10,11^. These results suggest the importance of sperm nuclear structure for fertility.

The sperm chromatin structure assay (SCSA) was developed for diagnostic assessment of human sperm quality by analyzing the nuclear structure of the sperm^12^. This assay uses acid treatment to denature DNA at the sites of DNA strand breaks, followed by staining with acridine orange (AO). AO intercalates mainly into double-stranded DNA containing histones, but not protamines, which then generates green fluorescence (Supplementary Fig. 1a, b). On the other hand, AO stacks on single-stranded DNA, which is formed by apoptosis-induced DNA double-strand breaks, generating red fluorescence. Thus, the fraction of sperm with high DNA stainability (HDS), as indicated by green fluorescence, has an abnormally high level of DNA staining due to lack of full protamination and consists of sperm population with incomplete histone replacement^12^. Actually, the group with a larger proportion of HDS sperm in humans has a lower chance of pregnancy^13,14^. The DNA fragmentation index (DFI), as measured by red fluorescence, indicates DNA fragmentation caused by apoptosis. The content of DFI fraction in mouse sperm samples is usually lower than in human samples, possibly because mouse sperm can be analyzed immediately after preparation and has less histones compared with human sperm.

A small fraction of histones remains associated with the sperm genome^15,16^. By deep sequencing of chromatin DNA immunoprecipitated with anti-histone antibodies from mononucleosomes solubilized by micrococcal nuclease (MNase) without cross-linking, Hammoud et al. reported that the retained nucleosomes in human sperm are enriched at development-related genes, including imprinted gene clusters and the promoters of developmental transcription and signaling factors^15^. Using a similar method, Erkek et al. also showed that mouse spermatozoa contain only 1% of residual histones, which are ten- and twofold more enriched at GC-rich promoters and exons, respectively, relative to genomic background^16^.

However, two groups recently reported data inconsistent with those of the previous reports. By high-throughput sequencing of the mononucleosomal DNA released by MNase, Samans et al. showed that most nucleosomes from human and bovine sperm are enriched in distal intergenic regions and localized in repetitive DNA sequences^17^. Using a recently developed nucleosome mapping method, Carone et al. also reported that the nucleosomes in mouse sperm are preferentially retained in gene-poor regions and are generally depleted from promoters, including developmental promoters such as the Hox promoters^18^. Carone et al. speculated that such discrepancies might result from differences in the MNase digestion conditions of the isolated sperm chromatin because they recovered mononucleosomes enriched over promoters of developmental regulators when a relatively high concentration of MNase was used. However, Samans et al.^17^ used relatively high concentrations of MNase similar to those used by Hammoud et al., but obtained contradictory results^15,17^. Furthermore, the nucleosomal enrichments at repetitive sequences reported by Samans et al.^17^ resulted from the redundant use of sequencing reads that map to multiple locations in the genome, an inappropriate computational methodology^19,20^. Thus, two inconsistent results have been reported^21^, and a resolution of the conflicting data is needed for understanding the epigenetic status in sperm genome.

Here, we carefully examine the quality of sperm and find that the swim-up sperm fraction used by most research groups still contains the histone replacement-uncompleted sperm (HRunCS). By developing a method to purify the histone replacement-completed sperm (HRCS) and to completely solubilize histones after cross-linking without MNase digestion, we demonstrate that histones are distributed on the promoters of specific genes in HRCS. Results obtained by our method suggest that histones in mouse spermatozoa may contribute to expressional regulation of the target genes during early embryonic development.

## Results

### Isolation of the HRCS

To examine the quality of sperm, we first analyzed the sperm using SCSA^12^. Spermatozoa develop from spermatogonia stem cells in the testis and then move to the epididymis, and into the vas deferens (Fig. 1a). To check the quality of the mouse sperm, we performed SCSAs for total sperm fraction collected from different parts of the epididymis or vas deferens (Supplementary Fig. 2a, b). We found the HDS fractions of 26.8% and 20.3% in the total sperm from caput and corpus epididymis, respectively (Fig. 1a). HDS fractions of 11.6% and 8.7% were observed in the total sperm from the cauda epididymis and the vas deferens, respectively. These results indicated that the fraction of HDS, which has not completed the histone-to-protamine replacement, decreases during maturation in the epididymis, whereas the fraction of normal sperm, which has completed histone replacement, increases. Consistent with this, western blotting results showed that the amount of histone H3 decreased during movement from caput to cauda epididymis (Fig. 1b). These results suggest that the histone replacement by protamine is not completely finished when the sperm enters the epididymis, and is gradually completed during the movement of sperm from the caput to the cauda of the epididymis. Alternatively, the histone replacement-incomplete sperm might be removed by apoptosis during epididymal maturation. In addition, the sperm from cauda epididymis and the vas deferens still contain significant amounts of HRunCS.

**Fig. 1:**
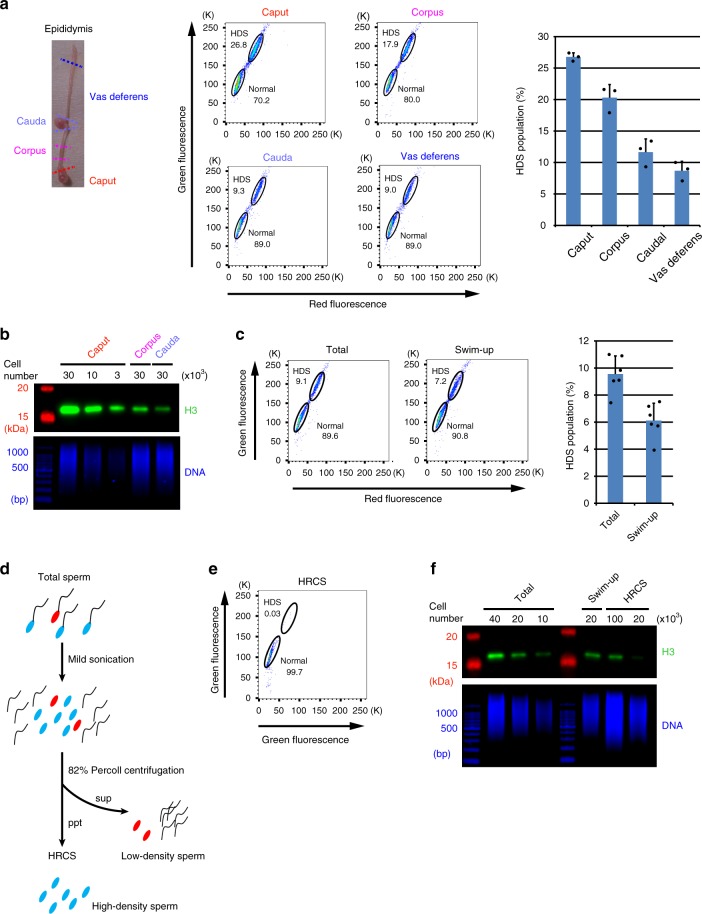
Estimation of histone amount in each sperm fraction. **a** (Left) Picture of mouse epididymis consisting of caput, corpus, caudal epididymis, and vas deferens. (Middle) SCSA results for total sperm fractions collected from each part of the epididymis and vas deferens. Only cell population of singlet is shown here. Sperm cells are mainly separated into two fractions: normal sperm (normal) and the histone replacement-incomplete sperm with high DNA stainability (HDS) with AO. (right) The mean ± s.d. of percentage of HDS population (*n* = 3). **b** Immunoblot analysis of histone H3 in total lysates of sperm fraction collected from each part of the epididymis. Cell numbers applied to each lane are indicated by thousands. DNA was analyzed for verifying the cell number of each sample. **c** (Left) SCSA results for total sperm and swim-up sperm fraction. (Right) The mean ± s.d. of percentage of HDS population (*n* = 6). **d** Schematic procedure for preparation of the histone replacement-completed sperm (HRCS). Sperm cells with red or blue heads indicate HRunCS or mature sperm, respectively. High-density sperm heads generated by mild sonication were isolated by Percoll. Note that some portion of HRunCS could be sensitive to mild sonication. **e** SCSA results for HRCS. **f** Immunoblot analysis of H3 in total sperm, swim-up sperm, and HRCS preparation

To examine the histone distribution in sperm chromatin, a relatively large amount of sperm is required, and the amount from the vas deferens is not sufficient. Consequently, in most of the experiments reported so far, sperm from the cauda epididymis, which contains ~tenfold more sperm than the vas deferens, were used. Furthermore, sperm with high motility selected by the swim-up method (swim-up sperm) were used in most of the studies. Therefore, we next analyzed the swim-up sperm using SCSAs. Unexpectedly, 6.1% of the swim-up sperm preparation showed HDS (Fig. 1c). To test whether the population of HDS varies depending on the procedure of the swim-up method used, the top 0.8 ml medium of 4.0-ml caudal epididymis cultivation (2.5 ml/4.0 ml in the standard procedure^22^) was also recovered and analyzed. About 8.7% of the prepared sperm showed HDS (Supplementary Fig. 2c), indicating that the population of HRunCS does not vary depending on the procedure used.

To avoid contamination by histones derived from HRunCS for mapping of H3-binding sites, we developed a method to isolate the HRCS from total sperm collected from caudal epididymis and vas deferens (in the following description, total sperm means total sperm fraction prepared from caudal epididymis and vas deferens), based on Percoll centrifugation for purification of high-density sperm heads. The total sperm were mildly sonicated to generate sperm heads by removing the tails and centrifuged in 82% Percoll solution. The high-density sperm were spun down, while the relatively low-density sperm and sperm tails remained in the supernatant (Fig. 1d and Supplementary Fig. 2d). SCSAs of the pelleted sperm indicated that this preparation contained almost no HDS fraction (Fig. 1e), and almost 100% purity of the HRCS fraction was obtained. The H3 antibody used in this study recognized H3.1 and H3.3 with the same degree of sensitivity (Supplementary Fig. 2e). Results of western blotting using this antibody indicated that the amount of histone H3 in the HRCS was about 1/5 that of the total sperm and that of the swim-up sperm (Fig. 1f). Target MS–MS quantification analysis also showed that the amount of histone H3 variants H3.1, H3.2, H3.3, or H3t in the HRCS was about 33, 14, 27, or 29% that of the total sperm, respectively (Supplementary Fig. 3). These results suggest that HRunCS contains much more amount of histone proteins than HRCS. In total sperm, 10% of them was HRunCS, and results of western blotting indicated that the ratio of H3 in total sperm (90% HRCS + 10% HRunCS) and HRCS (100% HRCS) is 5:1. These results indicate that H3 protein contained in total and swim-up sperm samples is mainly derived from HRunCS, and that the distribution of histone-binding sites in the swim-up sperm reflects the localization of histones in HRunCS. Comparison of the histone H3 level by western blotting analysis showed that the amount of H3 in HRCS was about 0.3% of that in somatic cells of mouse embryonic fibroblasts (MEFs) (Supplementary Fig. 1f), which is lower than that previously reported in swim-up sperm^23,24^.

### Complete solubilization of histones from cross-linked HRCS

Digestion of sperm chromatin using a high concentration of MNase might fail to detect specific regions of chromatin that are hypersensitive to MNase digestion. We observed that the tiny amount of nucleosomes contained in HRCS could not be completely solubilized even using a high concentration of MNase or sonication after cross-linking. Therefore, to avoid the effect of MNase digestion conditions, we developed a method to completely solubilize the nucleosomes of sperm without MNase digestion after cross-linking. Compared with the cross-linked somatic cells, cross-linked sperm are very hard and it is difficult to disrupt and solubilize nucleosomes by sonication. For these reasons, we developed a buffer to induce decondensation of the cross-linked sperm nuclei. Protamine is a strong basic protein and tightly binds to sperm DNA via ionic interactions between the positive charge on arginine residues of protamine and the negative charge on phosphate groups of DNA^25^. Furthermore, disulfide linkage between protamine molecules is required for compaction of sperm DNA^26^. We therefore treated sperm cells with dithiothreitol (DTT) for reducing the disulfide bonds and with heparin for neutralizing the positive charge of protamines (Fig. 2a). Heparin induces decondensation of sperm chromatin^27^. After this treatment, sperm heads were enlarged (Fig. 2b), indicating decondensation of sperm nuclei. When these cells were treated by sonication, all the sperm DNA and nucleosome histone H3/H4 were recovered in the supernatant after centrifugation (Fig. 2c), indicating that most of the nucleosomes were solubilized, and DNA was sheared to the appropriate size for ChIP experiments using this method.

**Fig. 2:**
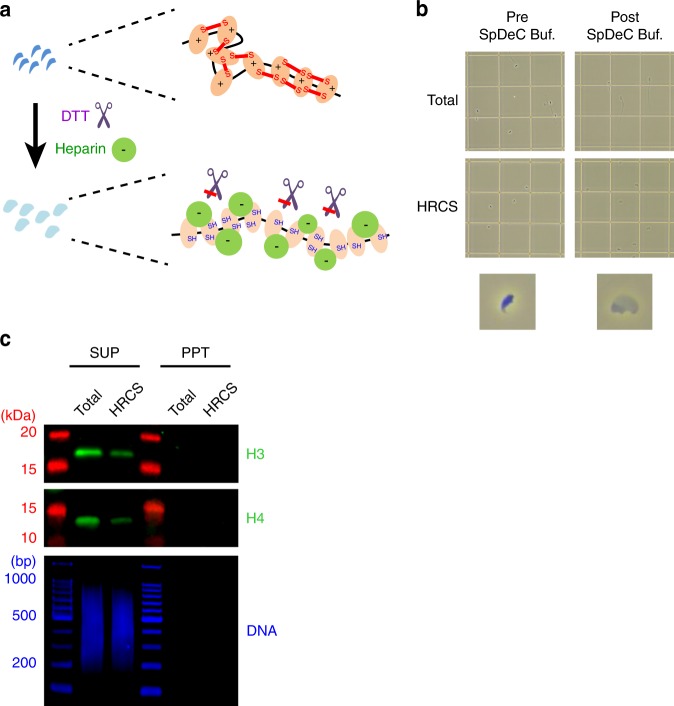
Solubilization of histones and DNA from cross-linked sperm cells after decondensation treatment **a** Schematic diagram for expected molecular reaction during sperm decondensation treatment. (Top) Sperm DNA is highly compacted by polymerized protamine via disulfide bonds (red lines), and protamine tightly binds to DNA through ionic interactions. (Bottom) After treatment with sperm decondensation buffer, the reducing capacity of dithiothreitol (DTT) cleaves the disulfide bonds, and the positive charge in protamine molecules is neutralized by the negative charge of heparin, leading to decondensation of the DNA–protamine complex. **b** The morphology of total sperm and HRCS fraction before and after treatment with sperm decondensation buffer. Sperm morphology was observed under a MAKLER-style cell counter (0.1 × 0.1 mm). **c** Total sperm and HRCS fractions were cross-linked, incubated with sperm decondensation buffer, sonicated, and centrifuged. Immunoblot analysis of H3 and H4 using the supernatant and pellet fraction from 4 × 10^4^ cells was performed

### Binding profiles of histone H3 in total sperm and HRCS

Using these conditions, we performed histone H3 ChIP-seq analysis in total sperm and HRCS. H3 signals in total sperm and HRCS were mainly found on gene promoter regions such as those of the *Hoxa* gene cluster, and the signals were considerably less intense or absent in HRCS (Fig. 3a and Supplementary Fig. 4). Genome-wide analysis indicated that 10,988 peaks in total sperm and 1320 peaks in HRCS were detected, and this difference in peak number may be consistent with the amount of H3 in total sperm and HRCS. Approximately 69% and 64% of peaks were localized to promoter regions in total sperm and HRCS, respectively (Fig. 3b), and H3 peaks were enriched in promoter regions and exon regions relative to background (Supplementary Fig. 5a). A minor population of peaks was found in intergenic repeat regions such as LINE and GC-rich repeats (Supplementary Fig. 5b). In the peak regions detected in total sperm, peak strength in HRCS was approximately half that in total sperm (Fig. 3c). About 73% of peaks (966/1320) in HRCS overlapped with those in total sperm, while most of the H3 target genes in HRCS (905/911) were also target genes in total sperm (Fig. 3d). About 64% of the H3 peaks (7067/10,988) detected in total sperm overlapped with the nucleosome regions detected by MNase-seq using swim-up sperm in the previous report^16^ (Supplementary Fig. 5c), suggesting similar histone-binding profiles in swim-up and total sperm. Consistent with this, both populations contained similar HDS fractions (Fig. 1c). About 22% (285/1320) of histone H3 peaks and 75% (686/911) of H3-binding genes in HRCS overlapped with those in the swim-up sperm, but the number of H3 peaks and H3-binding genes was much lower than in swim-up sperm^16^.

**Fig. 3:**
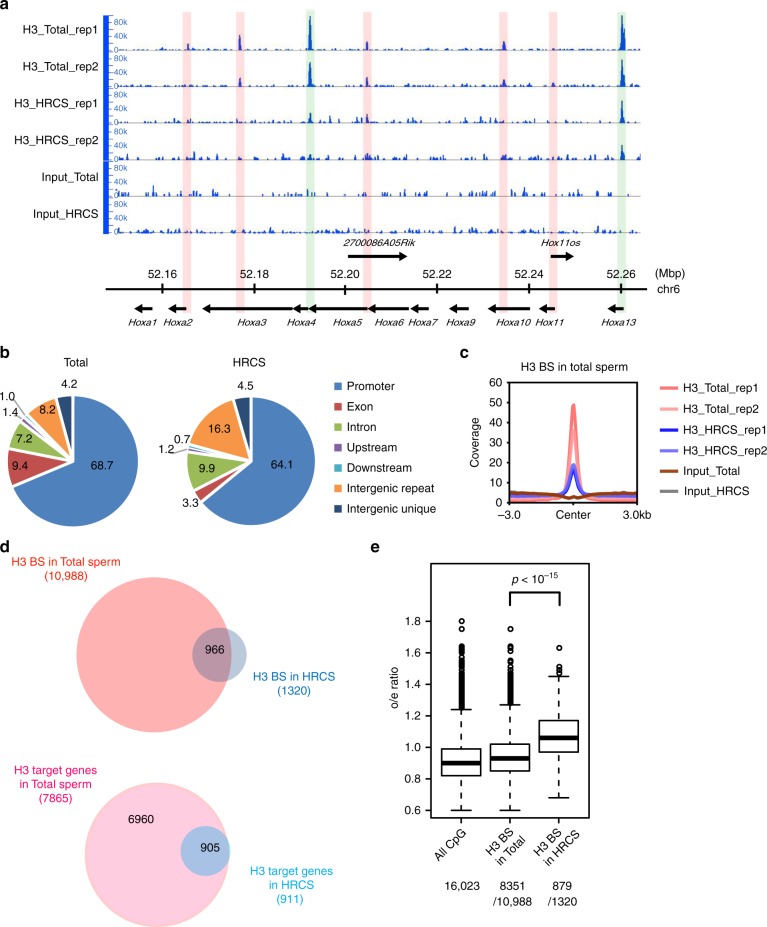
Analysis for H3-binding regions in total sperm and HRCS. **a** H3 ChIP-seq analysis for total sperm and HRCS in *Hoxa* gene cluster regions. Blue signal indicates the number of raw reads, which is scaled to mapped regions in each sample. Light blue boxes indicate the binding sites detected in both total sperm and HRCS. Light red boxes indicate the binding sites detected only in total sperm. **b** Distribution of H3 peaks detected in total sperm and HRCS (10,988 and 1320 peaks, respectively) among various genomic regions. **c** Profile plot for signal intensity of H3 ChIP-seq around binding sites detected in total sperm and HRCS. **d** Overlap of H3-binding sites (top) or H3 target genes (bottom) between total sperm and HRCS. **e** Box plot for o/e ratio in all CpG islands or the CpG islands overlapping with H3-binding sites in total sperm or HRCS. The number of CpG islands overlapping with H3-binding sites in total sperm or HRCS is shown at the bottom. The elements in box plot indicate following value; center line, median; box limits, upper and lower quartiles 1.5x interquartile range; and points, outliers. P value was calculated by Wilcoxon rank-sum test

Around 76% (8351/10,988) and 67% (879/1320) of H3 peaks in total sperm and HRCS, respectively, were observed in CpG islands (CGIs) (Fig. 3e). The median observed/expected (o/e) ratios in HRCS peaks were higher than those in total sperm peaks and all CGIs, indicating that histone H3 is preferentially retained at CGIs with higher CG dinucleotide enrichment in mature sperm. Interestingly, H3 peaks were not uniformly distributed on each chromosome and were observed at lower frequencies only on sex chromosomes (Supplementary Fig. 5d). This tendency might be explained by the lower frequencies of CGIs with high o/e ratios (> 1.0) on sex chromosomes relative to autosomal chromosomes. The DNA methylation profile of HRCS was not much different to that of the swim-up sperm (Supplementary Fig. 6a). Furthermore, H3-binding sites in total sperm and HRCS were predominantly in lower methylation regions, consistent with the previous report^16^ (Supplementary Fig. 6b). 

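DNA methylation was measured by targeted bisulfite sequencing (TGBS) in 4 libraries from wild-type mice, 2 from swim-up sperm and 2 from HRCS. In TGBS, capture probes enrich chosen regions of genomic DNA, bisulfite converts unmethylated cytosines, and the methylated share of the reads at a CG site is its methylation level. The authors mapped the single reads to the mouse genome (mm9) and deposited, for each CG site and strand, the counts of methylated reads and of all reads, without normalization. The files name no columns, and the column that never exceeds the other was taken as methylated reads. That check alone cannot tell methylated from unmethylated reads. A read is counted at every CG site it spans, so sums over sites are given as calls. The swim-up libraries held 78562921 and 71379227 calls, and the HRCS libraries held 89403347 and 78381101. Both strands of a CG site were added together, and 1934865 CG sites on chromosomes 1 to 19, X and Y had at least 10 reads in every library. The median number of reads at these sites was 26 and 23 in the swim-up libraries and 31 and 27 in the HRCS libraries. The probe regions were not used here, and levels were computed in windows of 200 bp with at least 3 such sites, which gave 231489 windows with a median of 5 such sites. The median window held 142 and 130 calls in the swim-up libraries and 160 and 144 calls in the HRCS libraries. The level of a window was the plain mean of its CG site levels, which is how the paper averaged its regions, and the level of a fraction was the mean of its 2 libraries. At single CG sites, the replicates differed by more than binomial sampling of the reads gives: the mean chi-square of the difference was 1.67 over 126957 sites between the swim-up libraries and 1.36 over 143558 sites between the HRCS libraries, where sampling alone gives 1. It covers the sites where at least 5 methylated and 5 unmethylated reads are expected in both libraries. Between single libraries of different fractions it was 1.41 to 1.72, which overlaps with the replicates.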

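Across the 231489 windows, which are not independent replicates, Pearson's r between the HRCS and swim-up levels was 0.997. The alternative that moved r most, single CG sites in place of windows, gave 0.993. Between the 2 replicates of a fraction, r was 0.994 for swim-up sperm and 0.995 for HRCS. A single swim-up library and a single HRCS library gave an r between 0.994 and 0.995, which overlaps with the range of the replicates. The mean window level was 38.5% ± 0.229 (SD, n = 2) in swim-up sperm and 38.6% ± 0.0689 (SD, n = 2) in HRCS. The difference of 0.0469 percentage points was smaller than the spread between the swim-up replicates (two-sided exact permutation test, p = 1.00; the smallest p for 2 libraries against 2 is 0.33). Its sign rested on single libraries, since it was −0.123 without swim-up replicate 2 and 0.206 without swim-up replicate 1. On the 229337 autosomal windows the mean level was 38.7% ± 0.230 (SD, n = 2) in swim-up sperm and 38.8% ± 0.0675 (SD, n = 2) in HRCS. On the 2142 windows of the X chromosome it was 15.3% ± 0.109 and 15.1% ± 0.219, respectively. The Y chromosome had 10 windows, with 12.2% ± 2.02 and 11.6% ± 1.35, and the sign of its difference changed with a minimum of 5 reads per site. None of these chromosome differences had an exact permutation p below 0.667.
The levels of the fractions, each the mean of 2 libraries, differed by over 10 percentage points in 1.87% of the windows (4323 windows). For single libraries of different fractions this share was 3.98% to 5.01%, against 4.90% between the swim-up replicates and 3.68% between the HRCS replicates.

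**Figure D1:**
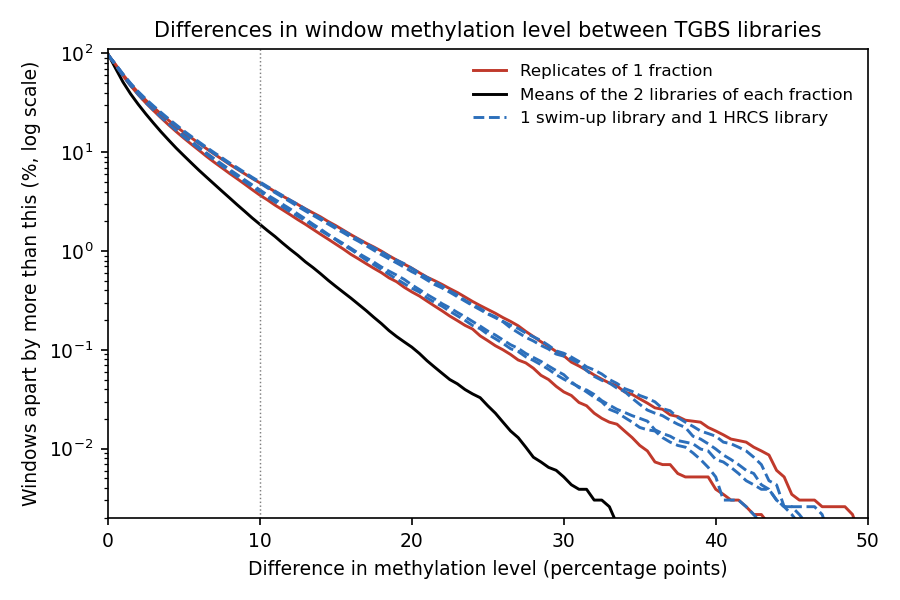
Share of windows (%, log scale) whose methylation levels differ by more than the number of percentage points on the horizontal axis, for the replicates of a fraction, for single libraries of different fractions, and for the means of the 2 libraries of each fraction. At 10 points, marked by the dotted line, the single libraries of different fractions (3.98% to 5.01%) overlap with the replicates (3.68% and 4.90%).

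The methylated and unmethylated calls of each window, summed over its sites, were compared between the fractions with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A read that spans several sites of a window adds several calls, so a window rests on fewer reads than calls. Of the 231489 windows, 7 had an adjusted p under 0.05, 2 higher and 5 lower in HRCS, and 10376 windows (4.48%) had an unadjusted p under 0.05. The number was 16 without swim-up replicate 1, 3 without HRCS replicate 1 and 2 without HRCS replicate 2. Of the other divisions of the libraries, tested with edgeR after the 7 windows were seen, swim-up replicate 1 and HRCS replicate 2 against the other two also gave 7 windows, and swim-up replicate 1 and HRCS replicate 1 against the other two gave 0, with 3.97% of windows at an unadjusted p under 0.05. Fisher's exact test on the calls pooled within each fraction, which leaves out the spread between replicates, moved the number most, to 1887. In simulated libraries with the depth and replicate spread of these data, edgeR's test found 30% of the windows changed by 10 percentage points and 90% of those changed by 40. The changed windows were drawn at random, with low ones raised and high ones lowered. Since most windows lie near 0 or 100%, these shares say little about windows of middle level.
Among the windows past the adjusted p, the largest increase lay on chromosome 19 (mm9) from 3935601 to 3935800, at 34.6% ± 6.68 (SD, n = 2) in HRCS and 1.37% ± 0.891 (SD, n = 2) in swim-up sperm, from 158 to 278 calls per library. Its difference was 33.3 percentage points (adjusted p = 7.32e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was the only one of the 7 windows past the adjusted p with each library left out in turn. With a minimum of 20 reads per site its difference was 62.3 points. The other increase, on chromosome 3 from 8666801 to 8667000, was 12.7 points (adjusted p = 0.00154 from the same edgeR test), from 1.58% ± 1.66 to 14.3% ± 9.16 at 404 to 606 calls. It was not past the adjusted p without swim-up replicate 2 or without HRCS replicate 2, and it was 6.26 points without HRCS replicate 2 and 19.2 points without HRCS replicate 1. The largest decrease among them lay on chromosome 9 from 67333801 to 67334000, with 54.3% ± 3.12 (SD, n = 2) in HRCS and 96.6% ± 0.278 (SD, n = 2) in swim-up sperm, from 97 to 155 calls. The level fell by 42.3 points there (adjusted p = 0.000146 from the same edgeR test), a call lost without either HRCS replicate. On chromosome 1 from 38684001 to 38684200 the level was 37.0% ± 2.83 in swim-up sperm and 5.19% ± 1.04 in HRCS, from 172 to 377 calls (adjusted p = 3.93e-05 from the same edgeR test). That call was lost without HRCS replicate 1, and the difference of −31.8 points was −20.8 points with a minimum of 5 reads per site. The decreases on chromosome 12 from 88619401 to 88619600, chromosome 13 from 69875401 to 69875600 and chromosome 3 from 87567801 to 87568000 were −27.2, −19.7 and −13.0 points. Their adjusted p from the same edgeR test was 0.0185, 0.0224 and 0.0290, with 57 to 315 calls per library, and none of the 3 was past the adjusted p with any library left out. The sites of each window were looked at after its values were seen. The window on chromosome 12 rests on a single CG site, at 88619460, which was at 100% and 97.6% in the swim-up libraries and at 0 of 14 and 0 of 18 reads in the HRCS libraries. The 3 other sites of that window moved by at most 8.71 points. From the scatter plot of these levels (Supplementary Fig. 6a), the paper states that the DNA methylation profile of HRCS differs little from that of swim-up sperm.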

The DNA methylation level was not significantly different between these H3-binding sites (Supplementary Fig. 6c).

We further analyzed the histone H3-binding genes, which we divided into two groups, HRCS target genes, where H3 peaks were detected in HRCS, and total sperm-specific target genes, where H3 peaks were detected only in total sperm samples, but not in HRCS. Motif analysis showed that repeated CGG sequence was extracted from binding sequences in HRCS target genes, whereas CC was extracted from those in total sperm-specific target genes (Supplementary Fig. 7a), supporting the observation that the o/e ratio of CpG in the H3-binding sites in HRCS was higher than that in total sperm (Fig. 3e). Using published data^16^, we investigated the profiles of histone modifications around the transcription start sites (TSSs) of these H3-binding genes in RS and swim-up sperm. There was no specific difference in H3K4me3 and H3K27me3 in RS and swim-up sperm between HRCS target and total sperm-specific target genes (Supplementary Fig. 7b). Thus, these two target genes are not defined at least by H3K4me3 or H3K27me3 marks.

### Epigenetic feature of sperm H3-binding genes in the embryo

The heatmap data of H3 signal showed that the HRCS target genes had a large amount of H3 also in the total sperm (Fig. 4a). A group of genes in total sperm-specific target genes also had a moderate level of H3 for the HRCS data. Therefore, we further divided the H3-binding genes into three categories: category_H corresponded to HRCS target genes, category_PH (potential HRCS target genes) to total sperm-specific target genes with moderate levels of H3 in the HRCS data, and category_TS (total sperm-specific target genes) to total sperm-specific target genes (Fig. 4a). Pathway analysis indicated that category_H genes included a group of genes related to developmental biology, which include the genes encoding Hox transcription factors and also related to neuronal cell differentiation (axon guidance and signaling by NGF), while category_TS involved genes related to gene expression and metabolism of proteins (Fig. 4b and Supplementary Data 1). Only development-related genes were sheared between category_H genes and nucleosome target genes previously identified by MNase-seq^16^ (Supplementary Fig. 8a).

**Fig. 4:**
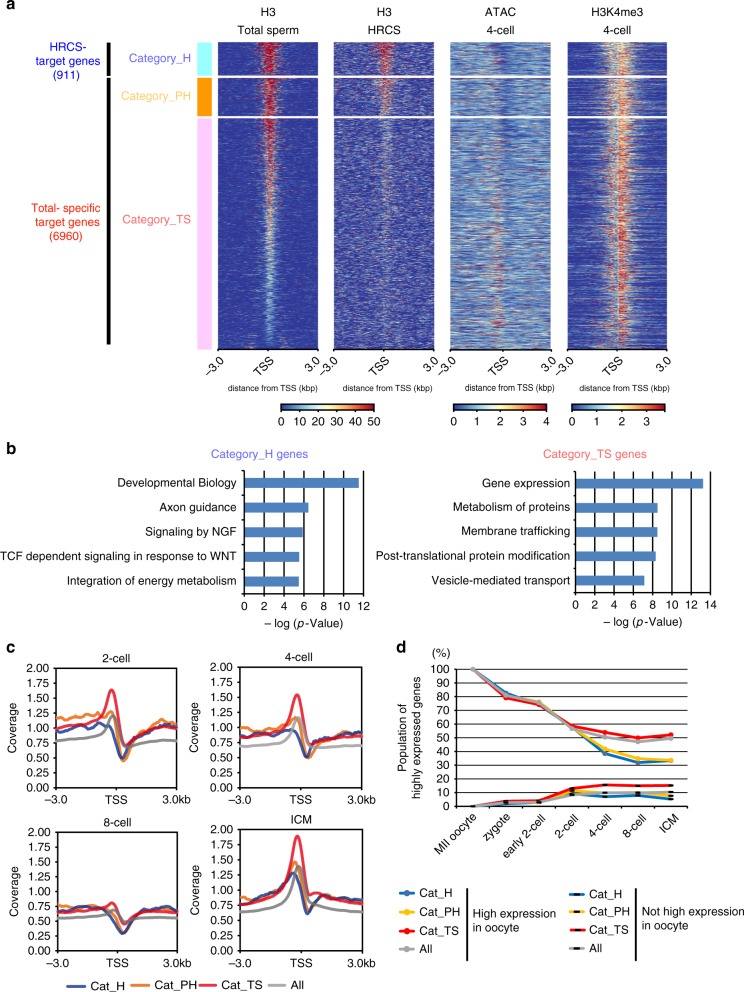
Contribution of H3 binding in sperm to gene silencing during early embryogenesis. **a** Heatmap of signal intensity of H3 ChIP-seq in total sperm and HRCS, ATAC-seq at the four-cell stage, and H3K4me3 ChIP-seq at the four-cell stage, across H3 target genes in total sperm and HRCS. H3 target genes are categorized into three groups: category_H (target genes in HRCS), category_PH (Potential target genes in HRCS), and category_TS (specific target genes in total sperm), based on the signal strength of the H3 peak in HRCS. **b** Pathway analysis for category_H and category_TS genes using Reactome datasets. The five top pathway names are presented. **c** Profile plot for signal intensity of ATAC-seq around the TSS of all genes and category_H, category_PH, and category_TS genes. **d** Percent population of highly expressed genes (FPKM > 10), which are contained in all genes or category_H, category_PH, or category_TS target genes, from oocyte to ICM. The target genes in sperm and all genes were separated by expression level in the oocyte (FPKM > 10)

Using published data^28,29^, we also investigated the chromatin state and epigenetic profiles of these target genes during early embryogenesis because they are important for understanding molecular mechanisms of epigenetic inheritance via sperm. At the four-cell stage, category_H and category_PH genes showed lower ATAC-seq and H3K4me3 ChIP-seq signals than category_TS genes, suggesting that the chromatin structure of category_H/PH genes exhibits lower DNA accessibility and slightly weaker transcriptional activity than that of category_TS genes at this stage (Fig. 4a) (Supplementary Fig. 8b and Supplementary Fig. 9). The profile plot of ATAC-seq signal also showed a sharp drop around the TSS of category_H/PH from the two-cell to eight-cell stage, but a clear peak around the TSS of category_TS and all genes from the two-cell to four-cell stage (Fig. 4c).

Finally, using published RNA-seq data^29^, we analyzed the dynamics of expression profiles for the H3-binding genes in HRCS and total sperm during early embryogenesis. Interestingly, the proportion of highly expressed genes in category_H/PH was reduced drastically after the four-cell stage, but that in category_TS and total genes was moderate (Fig. 4d and Supplementary Fig. 10a, b). Consistent with this, H3K4me3 signal in the H3 target genes of HRCS was slightly lower than those of total sperm in early embryos (two-cell to ICM) (Supplementary Fig. 9). These data suggest that the maternal mRNAs of category_H/PH genes are degraded at the two-cell stage, and most of those mRNAs are not induced during zygotic gene activation (ZGA) in the four-cell embryo, while the genes of category_TS are transcriptionally induced during ZGA. To test whether this might be correlated with the presence of epigenetic silencing marks in HRCS, we have examined that these genes have the histone H3K9me2/3 marks. Actually, H3K9me2, not H3K9me3, was found in the promoter regions of category_H genes, whose expressions were suppressed at the stages between four-cell and ICM (Supplementary Fig. 11a, b). Thus, H3 binding and/or modified histone in sperm may silence the target genes during early embryogenesis.

## Discussion

Here, we developed a method to analyze histone distribution in mouse sperm by using two modifications: the purification of histone-to-protamine replacement-completed sperm, HRCS, and the complete solubilization of nucleosomes after cross-linking, using DTT and heparin treatment and sonication without MNase digestion. The results obtained using this method indicate that histones are localized at the promoter regions of specific genes. The data using the swim-up sperm previously reported by Erkek et al.^16^ also indicated histone distribution on gene promoter regions, although fewer H3-binding genes were observed in HRCS than in the swim-up sperm. The data obtained using swim-up sperm are consistent with our results using total sperm from the cauda epididymis, which contain a similar population of HRunCS to the swim-up sperm. Our results did not show the enrichment of histone H3 in gene-poor intergenic regions and are therefore inconsistent with the results reported by the two groups^17,18^. The reason for this discrepancy is unclear, but in the present study, histones were cross-linked to DNA before extraction, and the solubilization of histones by sonication was almost complete. In addition, MNase was not used in our method, so the results were not affected by the MNase digestion condition.

Recently, Barral et al. analyzed the process of the histone-to-protamine replacement and showed the nature of transitional structures^30^. In condensing spermatids, the H2A.L.2–TH2B dimer is first loaded onto the nucleosomes, which opens the nucleosomes and allows the invasion of nucleosomes by transition proteins. Nucleosome–transition proteins interact with the incoming protamines, which mediate pre-protamine-2 processing, and the protamines then bind to DNA in competition with histone–transition protein complexes. Since the displaced histones are unable to remain as octamers, protamine–DNA and displaced transition protein–histone complexes constitute a relatively stable transitional state, generating small subnucleosomal structures. HRCS might involve the small subnucleosomal structures, and our sample may contain them because MNase was not used in our method to discriminate the normal nucleosomal structures and the small subnucleosomal structures. Thus, further analyses might be needed to examine whether the small subnucleosomal structures might contribute to some H3-binding genes detected in HRCS.

We found HDS fractions, representing histone replacement-incomplete sperm, of 26.8%, 20.3%, and 11.6% of the total sperm from caput, corpus, and cauda epididymis, respectively. This suggests that sperm have not yet completely finished the histone-to-protamine replacement after leaving the testis, and histone replacement continues during movement in the epididymis. When sperm cells enter the epididymis, they have not yet acquired the capacity to move and are unable to fertilize the oocytes. They need the epididymal maturation process during movement in the epididymis to obtain fertilization capacity. The epididymal maturation involves a series of molecular events including the increased level of sialic acid residue, disulfide bond formation, membrane fluidity changes (caused by a decrease in the cholesterol/phospholipid ratio), phosphorylation of Izumo1, and tRNA fragmentation (see the review by Gervas and Visconti^31^ and references therein). However, the completion of histone-to-protamine replacement has not been recognized as an event of epididymal maturation, and the present study indicates that SCSA is a useful method to judge the completion of histone-to-protamine replacement in the study of mouse sperm. Our results also showed that the HDS fraction of the sperm from either cauda epididymis or vas deferens was approximately 10%. This may not be surprising because the HDS fraction of sperm from healthy men is also 5–10%^32^. We have developed a method to purify HRCS using Percoll gradient centrifugation of high-density sperm. The amount of histone H3 in HRCS was about 1/5 that of swim-up and total sperm from cauda epididymis. Consistent with this, H3 binding in HRCS was observed in the promoter regions of fewer genes than in total sperm. These results suggest that preparation of high-density sperm using Percoll centrifugation is a more useful method than the widely used swim-up method, also in the clinical field of assisted reproduction techniques.

H3 binding mainly to the promoter region in HRCS suggests that its role might be transcriptional regulation after fertilization. The expression level of the H3-binding genes in HRCS tends to be high in oocytes and suppressed after the two-cell stage. Although further analysis is required to examine whether residual histones in sperm affect gene expression after fertilization, recent reports suggest that histones in gametes regulate epigenetic status in the fertilized egg^33,34^. The previous study using swim-up sperm indicates that H3.3 is mainly incorporated into sperm chromatin at a higher rate than H3.1/H3.2^16^. H3.3 contributes to gene silencing in ES cells by gain of H3K9me3 via ESET^35,36^. These results suggest that inherited H3.3 from sperm to zygote might trigger heterochromatin formation in early embryogenesis, despite the population of H3.3 derived from sperm being diluted during embryogenesis. Furthermore, H3K9me2 at the two paternally imprinted genes, *H19* and *Rasgrf1*, in sperm is transmitted to the zygote, inhibits Tet3-dependent DNA demethylation, and maintains the DNA methylation status by recruiting PGC7^37^. If a subset of H3 in HRCS has the H3K9me2 mark, such nucleosome regions may form silencing chromatin in early embryos by maintaining relatively higher DNA methylation or possibly recruiting gene silencing factors. Although our results indicate that *H19* and *Rasgrf1* are not involved in the H3-binding genes in HRCS (Supplementary Fig. 4d), H3K9me2 signal might be enriched in the small amount of histones on those genes. Similarly, H3K9me2 might be also enriched in the small amount of histone on the category_TS genes, which are suppressed during ZGA in the four-cell embryo. Alternatively, these epigenetic marks in the oocyte (or marks obtained in zygote during early embryonic development) on characterized promoter regions by CpG-enriched sequence may contribute to expressional regulation of these genes.

In the H3 target genes of HRCS, genes involved in neural cell differentiation (pathway of axon guidance and signaling by NGF) are enriched. ES cell differentiation is intrinsically directed to neural cells without external stimulus (the so-called default model), although the molecular mechanism remains unclear^38,39^. This pathway is essentially regulated by zinc-finger nuclear protein Zfp521 with the transcriptional co-activator p300, and artificial expression of Zfp521 can convert ES cells to neural cells even in the presence of BMP4, an antagonistic factor of this pathway^40^. Interestingly, *Zfp521* and *Ep300* (encoding p300) are included in the H3 target genes in HRCS (category_H). One possibility is that, in the early embryo, expression of these neural cell differentiation-related genes is silenced by some epigenetic mark derived from histones in the sperm, which might be important for suppressing the intrinsic capacity of ICM cells for neural differentiation and preventing ectopic differentiation of neural cells in the ICM. Further histone modification analysis in HRCS and in early embryos is required to understand the molecular mechanism of how sperm epigenetic information is transmitted to the embryo.

## Methods

### Preparation of each sperm fraction

Wild-type male mice on the C57BL/6 background were purchased from Japan SLC and used at 11–12 weeks of age. Sperm cells were collected from caput, corpus, or caudal epididymis or vas deferens. These tissues were incubated in 4 ml of M2 medium (M7167, Sigma) for 1 h at 37 °C, and the whole medium was collected through 70-μm nylon mesh. In the case of preparation of swim-up sperm, the top 2.5 ml or 0.8 ml of medium was collected according to the published protocol^16^. All of the following procedures were performed at 4 °C or on ice. The medium containing each fraction of sperm was centrifuged at 2000 × *g* for 10 min. Cells (1.0 × 10^7^) of sperm pellet were suspended into 1 ml of 50% Percoll and centrifuged at 2500 × *g* for 5 min without brake to remove the low-density somatic cells, and this step was repeated once. The cell pellet was then suspended into somatic cell lysis buffer (PBS containing 0.1% SDS and 0.5% Triton X-100) and incubated for 10 min, followed by centrifugation at 2000 × *g* for 3 min. Sperm cell pellets were washed with PBS + BSA (PBS containing 5 mg/ml BSA and 2 mM EDTA) twice and used as total sperm fractions.

To prepare the HRCS fraction, total sperm collected from caudal epididymis and vas deferens was suspended in PBS + BSA (1.0 × 10^7^ cells/ml). After mild sonication using handy sonicator (UR-20P, Tomy, Japan) for 10 s at level 1.5 to separate sperm head from the tail, sperm cells were suspended into 1 ml of 82% Percoll and centrifuged at 7700 × *g* for 5 min without brake to isolate the high-density sperm head fraction, and this centrifugation process was repeated once. After washing the pellet with PBS + BSA twice, sperm cells were used as the HRCS fraction. Experiments were conducted in accordance with the guidelines of the Animal Care and Use Committee of RIKEN Institute.

### SCSA

The SCSA method was followed as reported previously^12^. Briefly, total sperm and HRCS were suspended in TNE buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, and 0.15 M NaCl) (1.5 × 10^6^ cells/ml). Sperm suspension (167 μl) was mixed with 333 μl of acid detergent buffer (0.15 M NaCl and 0.1% Triton X-100, pH 1.2 adjusted by HCl) and incubated on ice for 30 s. Sperm suspension (500 μl) was neutralized by 1 ml of AO staining buffer (37 mM citric acid, 126 mM Na_2_HPO4, 1 mM EDTA, 6 μg/ml AO and TO-PRO-3 ( × 1/1000 dilution, Invitrogen), pH 6.0 adjusted by NaOH), and samples were analyzed with an LSRFortessa (BD). The flow cytometry data were processed with FlowJo software (TreeStar). The gating definition was decided by reference to published protocol.

### Western blotting

Sperm pellet (1.8 × 10^6^ cells) was suspended in 180 μl of sperm lysis buffer [PBS containing 0.5% SDS, 10 mM DTT, 1 × complete protease inhibitors (Roche), and 1 mM PMSF]. After incubation for 30 min at 37 °C, sperm lysate was sonicated to shear DNA. For preparation of western blotting samples, 60 μl of 3 × sample buffer was added to 120 μl of lysate. DNA was purified from the remaining 60 μl of lysate, and the DNA amount was used as a loading control. Western blotting samples containing 3–30 × 10^3^ cells were applied to each well and western blotting analysis was performed. After blocking by PBS containing 3% BSA, the membrane was incubated with H3 antibody (1:3000–10,000 dilution; ab1791, Abcam) or H4 antibody (1:1000 dilution; ab10158, Abcam) and subsequently with peroxidase-conjugated anti-rabbit antibody (1:4000 dilution; Invitrogen). Chemical fluorescence signal was activated by ECL + (PerkinElmer), and the image was scanned with Odyssey systems (LI-COR). Recombinant proteins H3.1 (M2503S, NEB) and H3.3 (M2507S, NEB) were analyzed for checking sensitivities of H3 antibody to H3.1 and H3.3. Uncropped data of western blotting are provided in Supplementary Fig. 12.

### Mass spectrometry

Sperm pellets (total × 2 and HRCS × 2, both 3 × 10^6^ cells) were precipitated with TCA and suspended in 1 M Tris-HCl containing 8 M guanidine HCl and 10 mM EDTA, pH 8.5. After reduction with 1,4-dithiothreitol and carboxyl methylation with iodoacetic acid, the samples were precipitated using PAGE cleanup kit (Nacalai tesque, Tokyo, Japan) and digested with trypsin (TPCK treated, Worthington Biochemical Co.) overnight at 37 °C in the buffer of 20 mM Tris-HCl, pH 8.0 containing 0.03% n-dodecyl β-D-maltoside. The digests were analyzed by nano-liquid chromatography–tandem mass spectrometry (MS/MS) using a Q Exactive HFX mass spectrometer (Thermo Fisher Scientific). The peptide mixtures were separated by nano ESI spray column (75 μm [ID] × 100 mm [L], NTCC analytical column C18, 3 μm, Nikkyo Technos) with a gradient of 0–45–90% buffer B (80% (v/v) acetonitrile with 0.1% (v/v) formic acid) in buffer A (MilliQ water with 0.1% (v/v) formic acid) at a flow rate of 300 nL/min over 0–10–30 min (EAST-nLC 1200; Thermo Fisher Scientific).

Mass spectrometer was operated in the positive-ion mode, and the MS/MS spectra were acquired using an inclusion list containing histone H3 variant-specific peptide ions (H3.1: triply charged FQSSAVMALQEA*CEAYLVGLFEDTNL*CAIHAK ion m/z = 1196.89, H3.2: triply charged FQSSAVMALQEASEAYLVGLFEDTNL*CAIHAK ion m/z = 1172.23, H3.3: triply charged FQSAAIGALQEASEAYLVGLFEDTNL*CAIHAK ion m/z = 1146.90, H3t: triply charged FQSSAVMALQEA*CESYLVGLFEDTNL*CAIHAK ion m/z = 1202.23. *C indicate carboxymethyl-cysteine residue). The MS/MS chromatograms of the y14 ion (m/z = 1589.76) of the listed peptides and their MS/MS spectra were drawn using Qual Browser, Thermo Xcalibur 3.1.66.10.

### X-ChIP using sperm cells

Total sperm and HRCS were cross-linked by 1% formaldehyde for 10 min at room temperature. After quenching with 250 mM glycine, sperm cells were washed with PBS + BSA once and stored at –80 °C. Thawed sperm pellet was washed with sperm decondensation (SpDeC) buffer [5 mM HEPES, pH 8.0, 0.2% NP-40, 10 mM EDTA, 5 mM NaCl, 1.2 M urea, 10 mM DTT, 2 × complete protease inhibiter, and 1 mM PMSF] twice and incubated in SpDeC buffer containing 1 mg/ml heparin sodium salt (H3149, Sigma) for 5 h at 42 °C (1.5 × 10^7^ cells of total sperm/3 ml or 1.5 × 10^7^ cells of HRCS/1.5 ml). Same number (1.5 × 10^7^ cells) of total sperm or HRCS was used for each assay.

ChIP experiments after cell lysis step were performed essentially as described^41^ with some modifications. Briefly, decondensed sperm cells were washed with lysis buffer 1 (50 mM HEPES, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100, and 1 × complete protease inhibitors) twice and then suspended in elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS, 1 × complete protease inhibitors, and 1 mM PMSF). After sonication, lysis buffer 3 (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 1 × complete protease inhibitors) was added to the sonicated samples and the final SDS concentration was adjusted to 0.1%. After centrifugation for 10 min at 20,000 × *g*, the soluble fractions were pre-cleared by protein A-sepharose beads for 1 h at 4 °C. Input DNA sample was collected from the lysate, and sperm lysate was incubated with the anti-H3 (ab1791, Abcam) antibody-bound protein A-sepharose beads or anti-H3K9me2 (MABI0317, Wako), anti-H3K9me3 (MABI0318, Wako), or mouse IgG (ab18413, Abcam) antibody-bound anti-mouse IgG-conjugated magnetic beads for 14 h at 4 °C. The beads were washed 4 times with ChIP wash buffer (50 mM HEPES, pH 7.0, 0.5 M LiCl, 1 mM EDTA, 0.7% sodium deoxycholate, and 1% NP-40) and twice with TE buffer (10 mM Tris-HCl, pH 8.0, and 1 mM EDTA). The immune complexes were eluted in an elution buffer containing 0.2 mg/ml protamine sulfate to suppress non-specific binding of histones on the tube surface. Note that for preparation of elution buffer, protamine was added to TE buffer before SDS. The input sample and eluted samples were incubated overnight at 65 °C for reversal of cross-links and then treated with RNase A and proteinase K. DNA was isolated using phenol:chloroform:isoamyl alcohol and ethanol precipitation, and purified with the QIAquick PCR Purification Kit (Qiagen).

Quantitative PCR was performed with a QuantiFast SYBR Green PCR Kit (Qiagen) on a Quant Studio 3 Real-Time PCR System (Applied Biosystems) (primers, Supplementary Table 1). Each quantitative PCR analysis was run with technical triplicates. ChIP efficiency is presented as the percentage of the input sample used for the ChIP lysate.

### Library preparation and sequencing for ChIP-seq analysis

Input and ChIP’d DNA samples were converted into sequencing library using NEBNext Ultra II DNA Library Prep Kit (New England Biolabs). Samples were end-repaired, adapter ligated, and size-selected using AMPure beads to obtain approximately 200–500 bp final library size. Indexed sequencing libraries were verified by DNA High-Sensitivity chip of Bioanalyzer (Agilent). Paired-end sequencing (2 × 151 cycles) was performed on Illumina NextSeq500 Mid Output Kit v2 (Illumina) at Tsukuba i-Laboratory LLP.

### Processing read data and peak calling

Paired-end reads were mapped against mouse genome assembly mm10 using CLC Genomics Workbench (v10.1.1, Qiagen) with default settings. Mapped reads were exported as BAM files and converted to BED files by BED tool (v2.27.0) for downstream analysis. Only uniquely mapped reads were analyzed, and proper paired reads were used for peak calling. H3 peak positions were identified using MACS2 at FDR < 0.01 and FC > 5.

### Genome coordinates

Genomic compartments were defined with ncbiRefSeq data obtained by UCSC table browser. The features were defined as follows: promoters (1 kb around the annotated TSS), exons, introns, upstream regions (from 5 kb upstream of the TSS), and downstream regions (from 5 kb downstream of the TES). Intergenic regions were classified into intergenic repeat and intergenic unique regions by overlapping of repeat regions, defined with rmsk data obtained using UCSC table browser.

### Quantification of o/e ratio in CpG

Genomic positions of CpG islands were defined with cpgIslandExt data obtained using UCSC table browser. Values of o/e ratios included in the above data were calculated.

### Targeted bisulfite sequencing (TGBS)

Targeted bisulfite sequencing (TGBS) libraries were prepared according to the post-bisulfite adapter tagging (PBAT) protocol with slight modifications^42,43^. Briefly, 300 ng of genomic DNA was fragmented to ~500 bp with Covaris S220 and used for target enrichment with SureSelectXT Mouse Methyl-Seq kit (Agilent). The enriched DNA was subjected to PBAT, followed by 5 cycles of PCR enrichment with Kapa Library Amplification Kit (Illumina). Single-read sequencing (100 cycles) was performed on Illumina HiSeq 2500 using HiSeq SR Rapid Cluster Kit v2 (Illumina) and HiSeq Rapid SBS Kit v2 (Illumina). Two indexed libraries were combined with a high concentration of spike-in PhiX control DNA (20%) and loaded on a single lane of the flow cell.

### TGBS data analysis

TGBS reads were mapped to the mouse reference genome sequence (mm9) using Bmap (http://itolab.med.kyushu-u.ac.jp/BMap/index.html). Methylation levels were calculated for individual CG sites. Methylation levels of probe regions and H3 peak regions were determined by averaging the methylation levels of CG sites in individual features. The coordinates of H3 peak regions on mm10 assembly were converted to those on mm9 using the UCSC LiftOver tool for the integrative analyses of DNA methylation and histone deposition. This process filtered out seven out of 1320 H3 peak regions in HRCS and 41 out of 10,998 regions in total sperm. Correlation of methylation levels between HRCS and swim-up sperm was evaluated by calculating Pearson’s correlation coefficient and displayed as a scatter plot.

### Comparison of our data with published datasets

Published ChIP-seq, ATAC-seq, and RNA-seq data were obtained from NCBI GEO to compare them with our results, and query codes of the datasets used are summarized in Supplementary Table 2.

### Preparation of profile plot data and heatmap data

The number of raw reads mapped on 3 kb around the TSS was counted, and read coverage was calculated after normalization by mapped read number. Matrix data of read coverage against each target promoter region in 50-bp bin size were prepared using deepTools2^44^. Using this matrix, profile plots were prepared using average values for target regions. The degree of read coverage in each target promoter region is indicated by the heatmap.

### Gene functional analysis

Functional analysis of H3 target genes was performed by PANTHER classification system^45^. Using 820 category_H and 5608 category_ TS target genes, which are found in PANTHER database respectively, enrichment terms of Reactome pathway and GO simple biological process were identified.

### Statistics

For SCSAs, mean ± s.d. is shown in bar graph with corresponding dot plots to observed values. In all box plot, elements indicate the following values; center line, median; box limits, upper and lower quartiles 1.5x interquartile range; and points, outliers. The significance of difference in o/e ratio, DNA methylation, and H3K4me3 levels was evaluated with the Wilcoxon rank-sum test. A sample size in this study was decided on the basis of past experience in generating statistical significance. Investigators were not blinded to experimental conditions, and no randomization or exclusion of data points were used.

## Electronic supplementary material

Supplementary Infomation

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

H3 ChIP-seq data and TGBS data are deposited in the Gene Expression Omnibus (GEO) under accession code GSE113150.

## References

[1] Ng SF (2010). Chronic high-fat diet in fathers programs β-cell dysfunction in female rat offspring. Nature.

[2] Carone BR (2010). Paternally induced transgenerational environmental reprogramming of metabolic gene expression in mammals. Cell.

[3] Radford EJ (2014). In utero effects. In utero undernourishment perturbs the adult sperm methylome and intergenerational metabolism. Science.

[4] Miska EA, Ferguson-Smith AC (2016). Transgenerational inheritance: models and mechanisms of non-DNA sequence-based inheritance. Science.

[5] Seong KH, Li D, Shimizu H, Nakamura R, Ishii S (2011). Inheritance of stress-induced, ATF-2-dependent epigenetic change. Cell.

[6] Siklenka K (2015). Disruption of histone methylation in developing sperm impairs offspring health transgenerationally. Science.

[7] Braun RE (2001). Packaging paternal chromosomes with protamine. Nat. Genet..

[8] Practice Committee of American Society for Reproductive Medicine. (2008). Practice Committee of Society for Assisted Reproductive Technology. Round spermatid nucleus injection (ROSNI). Fertil. Steril..

[9] Mortimer D (2000). Sperm preparation methods. J. Androl..

[10] Colleu D, Lescoat D, Gouranton J (1996). Nuclear maturity of human spermatozoa selected by swim-up or by Percoll gradient centrifugation procedures. Fertil. Steril..

[11] Sakkas D (2000). The use of two density gradient centrifugation techniques and the swim-up method to separate spermatozoa with chromatin and nuclear DNA anomalies. Hum. Reprod..

[12] Evenson DPI (2013). Sperm chromatin structure assay (SCSA®). Methods Mol. Biol..

[13] Virro MR, Larson-Cook KL, Evenson DP (2004). Sperm chromatin structure assay (SCSA) parameters are related to fertilization, blastocyst development, and ongoing pregnancy in in vitro fertilization and intracytoplasmic sperm injection cycles. Fertil. Steril..

[14] Bungum M (2004). The predictive value of sperm chromatin structure assay (SCSA) parameters for the outcome of intrauterine insemination, IVF and ICSI. Hum. Reprod..

[15] Hammoud SS (2009). Distinctive chromatin in human sperm packages genes for embryo development. Nature.

[16] Erkek S (2013). Molecular determinants of nucleosome retention at CpG-rich sequences in mouse spermatozoa. Nat. Struct. Mol. Biol..

[17] Samans B (2014). Uniformity of nucleosome preservation pattern in Mammalian sperm and its connection to repetitive DNA elements. Dev. Cell..

[18] Carone BR (2014). High-resolution mapping of chromatin packaging in mouse embryonic stem cells and sperm. Dev. Cell..

[19] Royo H, Stadler MB, Peters AH (2016). Alternative computational analysis shows no evidence for nucleosome enrichment at repetitive sequences in mammalian spermatozoa. Dev. Cell..

[20] Dansranjavin T, Schagdarsurengin U (2016). The rationale of the inevitable, or why is the consideration of repetitive DNA elements indispensable in studies of sperm nucleosomes. Dev. Cell..

[21] Saitou M, Kurimoto K (2014). Paternal nucleosomes: are they retained in developmental promoters or gene deserts?. Dev. Cell..

[22] Hisano M (2013). Genome-wide chromatin analysis in mature mouse and human spermatozoa. Nat. Protoc..

[23] Brykczynska U (2010). Repressive and active histone methylation mark distinct promoters in human and mouse spermatozoa. Nat. Struct. Mol. Biol..

[24] Jung YH (2017). Chromatin states in mouse sperm correlate with embryonic and adult regulatory landscapes. Cell Rep..

[25] Hud NV, Milanovich FP, Balhorn R (1994). Evidence of novel secondary structure in DNA-bound protamine is revealed by Raman spectroscopy. Biochemistry.

[26] Vilfan ID, Conwell CC, Hud NV (2004). Formation of native-like mammalian sperm cell chromatin with folded bull protamine. J. Biol. Chem..

[27] Carrell DT, Emery BR, Peterson CM (1998). The correlation of sperm chromatin decondensation following in vitro exposure to heparin and sperm penetration rates. J. Assist. Reprod. Genet..

[28] Wu J (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. Nature.

[29] Liu X (2016). Distinct features of H3K4me3 and H3K27me3 chromatin domains in pre-implantation embryos. Nature.

[30] Barral S (2017). Histone variant H2A.L.2 guides transition protein-dependent protamine assembly in male germ cells. Mol. Cell.

[31] Gervasi MG, Visconti PE (2017). Molecular changes and signaling events occurring in spermatozoa during epididymal maturation. Andrology.

[32] Wyrobek AJ (2006). Advancing age has differential effects on DNA damage, chromatin integrity, gene mutations, and aneuploidies in sperm. Proc. Natl. Acad. Sci. U. S. A..

[33] Campos EI, Stafford JM, Reinberg D (2014). Epigenetic inheritance: histone bookmarks across generations. Trends Cell Biol..

[34] Xu Q, Xie W (2018). Epigenome in early mammalian development: inheritance, reprogramming and establishment. Trends Cell Biol..

[35] Jang CW (2015). Histone H3.3 maintains genome integrity during mammalian development. Genes Dev..

[36] Voon HP (2015). ATRX Plays a key role in maintaining silencing at interstitial heterochromatic loci and imprinted genes. Cell Rep..

[37] Nakamura T (2012). PGC7 binds histone H3K9me2 to protect against conversion of 5mC to 5hmC in early embryos. Nature.

[38] Muñoz-Sanjuán I, Brivanlou AH (2002). Neural induction, the default model and embryonic stem cells. Nat. Rev. Neurosci..

[39] Smukler SR (2006). Embryonic stem cells assume a primitive neural stem cell fate in the absence of extrinsic influences. J. Cell. Biol..

[40] Kamiya D (2011). Intrinsic transition of embryonic stem-cell differentiation into neural progenitors. Nature.

[41] Yoshida K (2015). The transcription factor ATF7 mediates lipopolysaccharide- induced epigenetic changes in macrophages involved in innate immunological memory. Nat. Immunol..

[42] Miura F (2012). Amplification-free whole-genome bisulfite sequencing by post-bisulfite adaptor tagging. Nucleic Acids Res..

[43] Miura F, Ito T (2015). Highly sensitive targeted methylome sequencing by post-bisulfite adaptor tagging. DNA Res..

[44] Ramírez F (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[45] Mi H (2013). Large-scale gene function analysis with the PANTHER classification system. Nat. Protoc..

# Supplementary material for: Mapping of histone-binding sites in histone replacement-completed spermatozoa
**Source:** Nat Commun. 2018 Sep 24;9:3885. doi: 10.1038/s41467-018-06243-9
**Supplement:** Supplementary file 1 — Supplementary Infomation

# Supplementary information for

## Mapping of histone-binding sites in histone replacement-completed spermatozoa

Keisuke Yoshida, Masafumi Muratani, Hiromitsu Araki, Fumihito Miura, Takehiko Suzuki, Naoshi Dohmae, Yuki Katou, Katsuhiko Shirahige, Takashi Ito, and Shunsuke Ishii

### Supplementary Figures

Supplementary Fig. 1 | The principle and usability of SCSA.

Supplementary Fig. 2 | Application of SCSA to analysis of mouse sperm cells.

Supplementary Fig. 3 | Measurement of quantitative ratio of histone H3 between total sperm and HRCS fractions by LC-MS assay.

Supplementary Fig. 4 | Raw data of H3 ChIP-seq results using total sperm and HRCS in representative genomic regions.

Supplementary Fig. 5 | Analysis for genomic feature of H3-binding site distributions.

Supplementary Fig. 6 | Correlation of H3-binding sites and DNA methylation status.

Supplementary Fig. 7 | Binding motif and epigenetic signature for H3 target genes in total sperm and HRCS.

Supplementary Fig. 8 | Relationship between H3 target genes in sperm and epigenetic modification in 4-cell stage.

Supplementary Fig. 9 | Dynamics of epigenetic mark in H3 target genes during early embryogenesis.

Supplementary Fig. 10 | Dynamics of expression profile in H3 target genes during early embryogenesis.

Supplementary Fig. 11 | Analysis for the presence of H3K9me2/3 marks for category\_H genes in HRCS.

Supplementary Fig. 12 | Uncropped data of western blotting and agarose gel electrophoresis.

**Supplementary Table 1 | List of primers used in this study**

**Supplementary Table 2 | Query codes of published datasets used in this study**

a

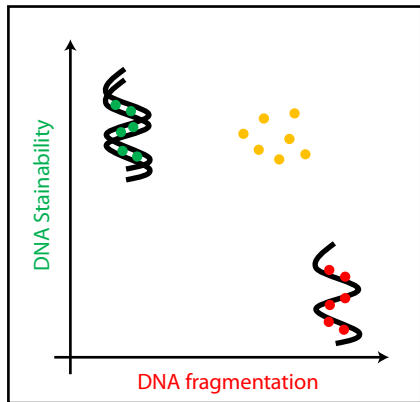

SCSA (sperm chromatin structure assay) is method of staining sperm by DNA dye, **Acridine Orange (AO)**.

**AO + dsDNA >> Green**

**AO + ssDNA >> Red**

# Now, SCSA is generally used for diagnostic assessment of human sperm quality.

b

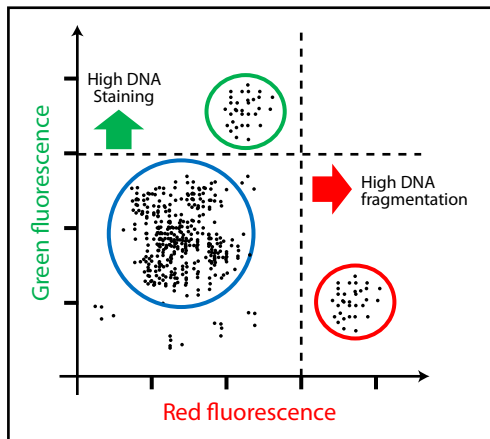

#### 1. Normal sperm fraction

> Normal DNA condensation and no DNA damage

#### 2. HDS (High DNA Stainability)

> Sperm nuclears have Lower DNA condensation

> HDS is recognized as "immaure sperm" in human SCSA.

# AO preferentially binds to histone- remaining region rather than protamine- associated DNA.

#### 3. DFI (DNA fragmentation index)

> Sperm nuclears have DNA damage.

# HDS(%) and DFI(%) are negatively correlated with pregnancy success rate in human.

**Supplementary Fig. 1 | The principle and usability of SCSA.** **a**, The principle of SCSA. **b**, The schematic view of SCSA result (not actual result). These figures were prepared by reference to Supplementary Ref. 1.

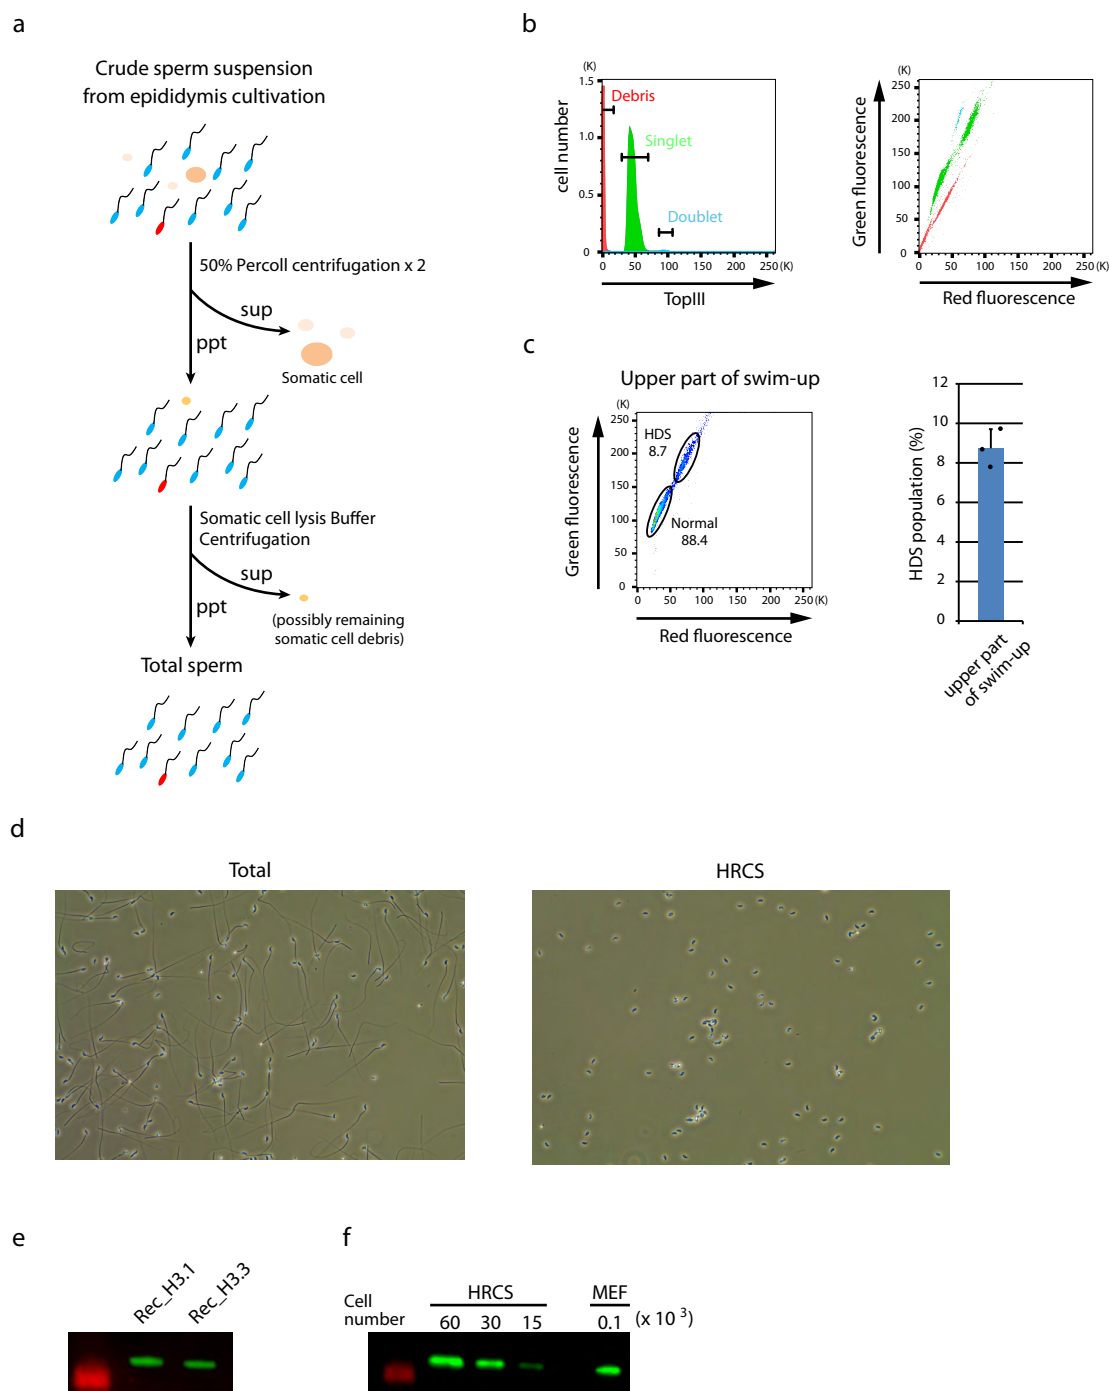

**Supplementary Fig. 2 | Application of SCSA to analysis of mouse sperm cells.** **a**, Schematic procedure for preparation of total sperm fraction from epididymis. Sperm cells with red or blue heads indicate immature or mature sperm, respectively. **b**, SCSA results of total sperm fractions collected from caudal epididymis. Single sperm cells were identified by To-pro-III (TopIII) staining intensity. **c**, (Left) SCSA results of swim-up sperm from top 0.8 ml medium of 4.0 ml epididymis cultivation. (Right) The mean  $\pm$  s.d. of percentage of HDS population is shown ( $n = 3$ ). **d**, The morphology of total sperm and HRCS fractions. **e**, Immunoblot analysis of H3.1 and H3.3 recombinant proteins (1 ng/well) using anti-H3 antibody (ab1791, Abcam) to check the sensitivity of antibody to H3.1 and H3.3. **f**, Immunoblot analysis of H3 in total lysates of mouse embryonic fibroblast (MEF) cells and HRCS fraction.

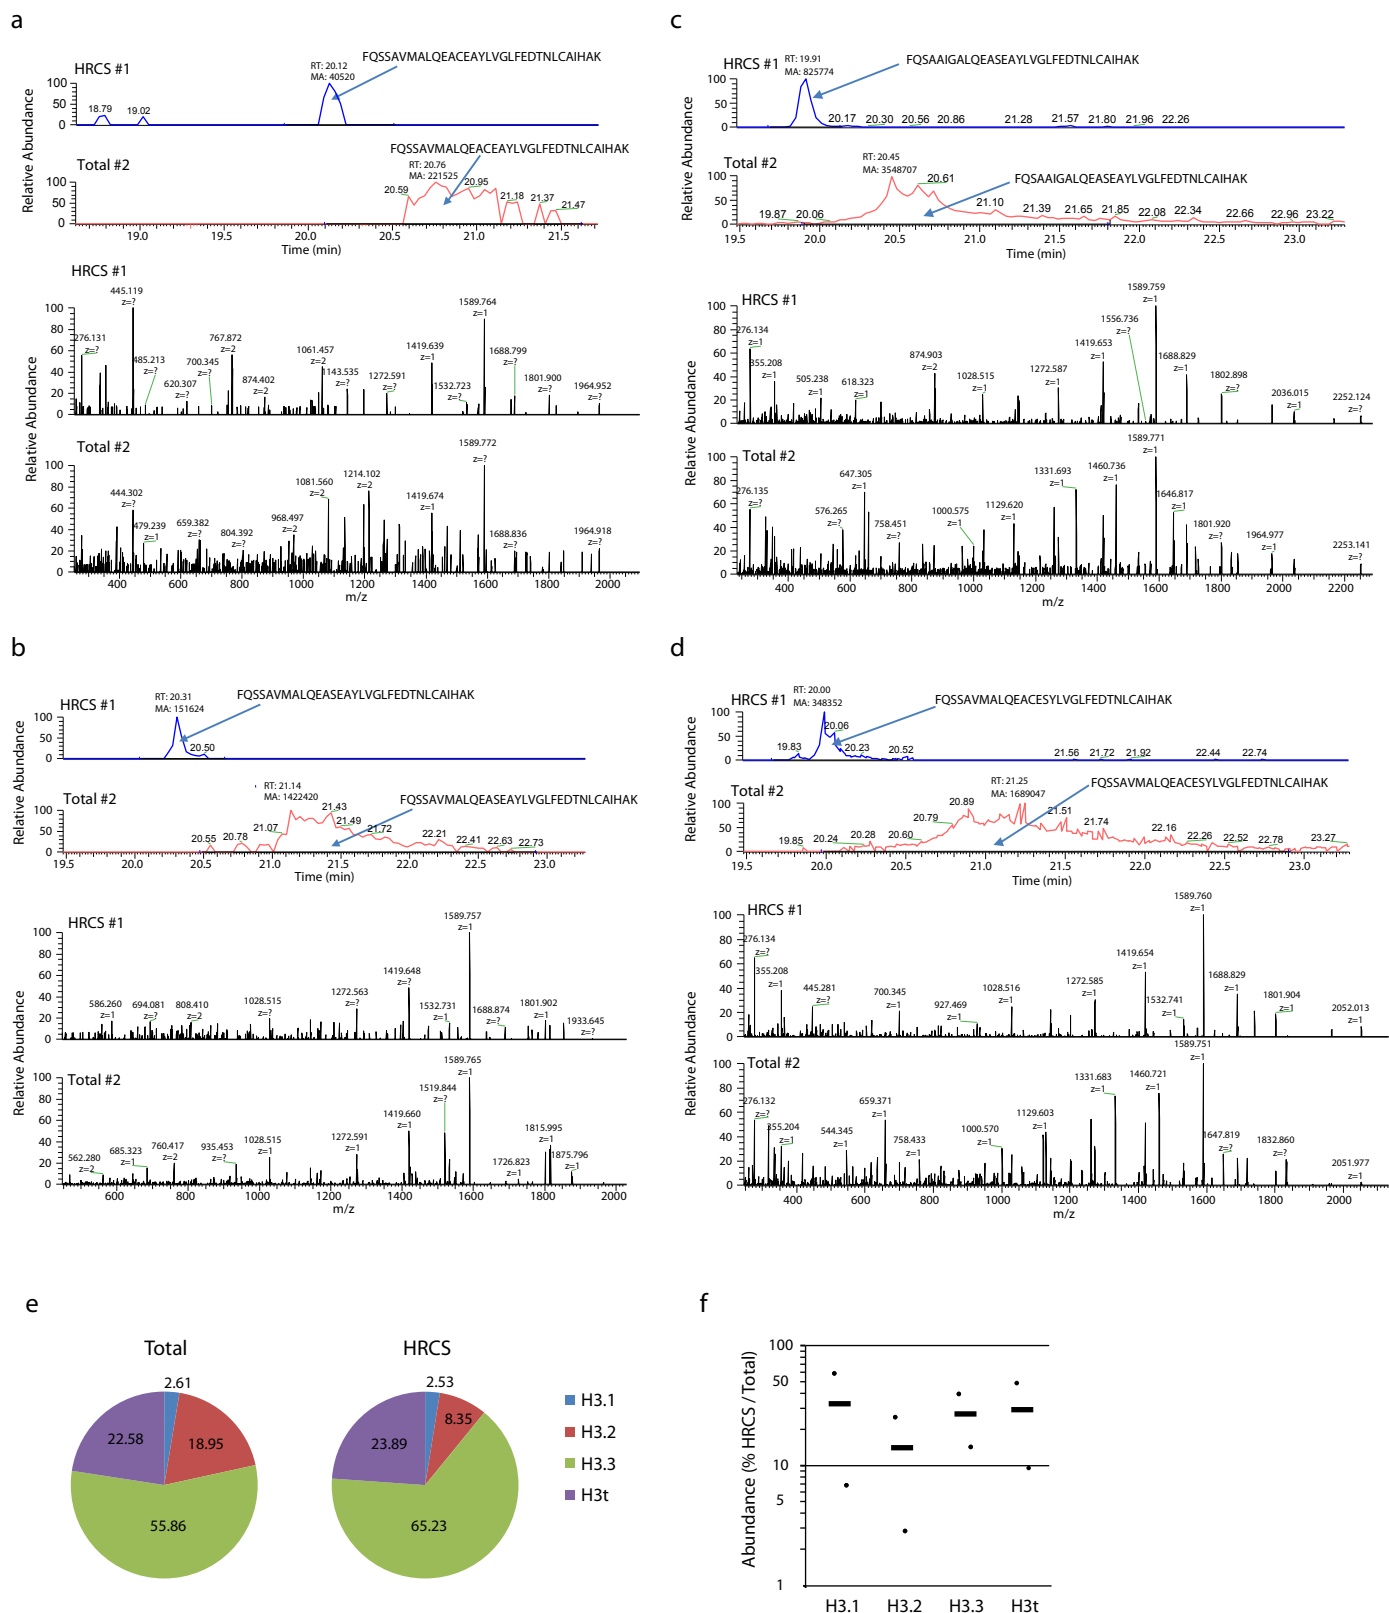

**Supplementary Fig. 3 | Measurement of quantitative ratio of histone H3 between total sperm and HRCS fractions by LC-MS assay. a-d, (Top) The MS/MS chromatograms of the y14 ion ( $m/z=1589.76$ ) of the histone H3 variant specific peptide ions in HRCS and total. (Bottom) The MS/MS spectra of variant specific peptide (a : H3.1, b : H3.2, c : H3.3, d : H3t) from HRCS and total. e, The pie chart shows the variety of histone H3 variants in total HRCS. f, The dot plot for abundance ratio (%) of HRCS and total in the variants, estimated by the peak areas of MS/MS chromatograms for variant specific peptides.**

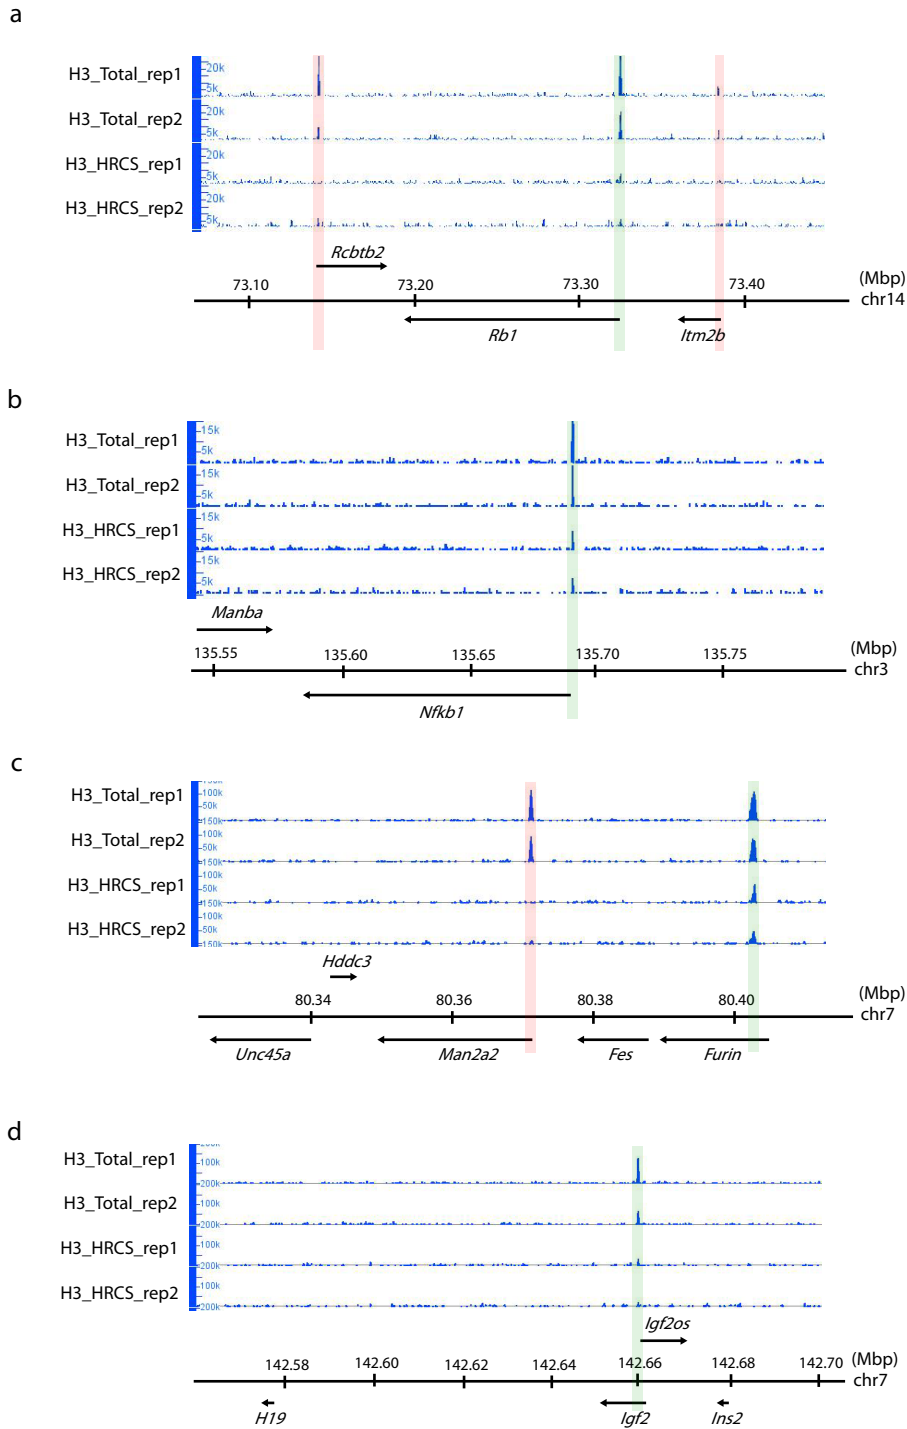

**Supplementary Fig. 4 | Raw data of H3 ChIP-seq results using total sperm and HRCS in representative genomic regions. a-d**, Blue signal indicates the number of raw reads, which is scaled to mapped regions in each sample. Light blue boxes indicate binding sites detected in both total sperm and CMS. Light red boxes indicate binding sites detected only in total sperm.

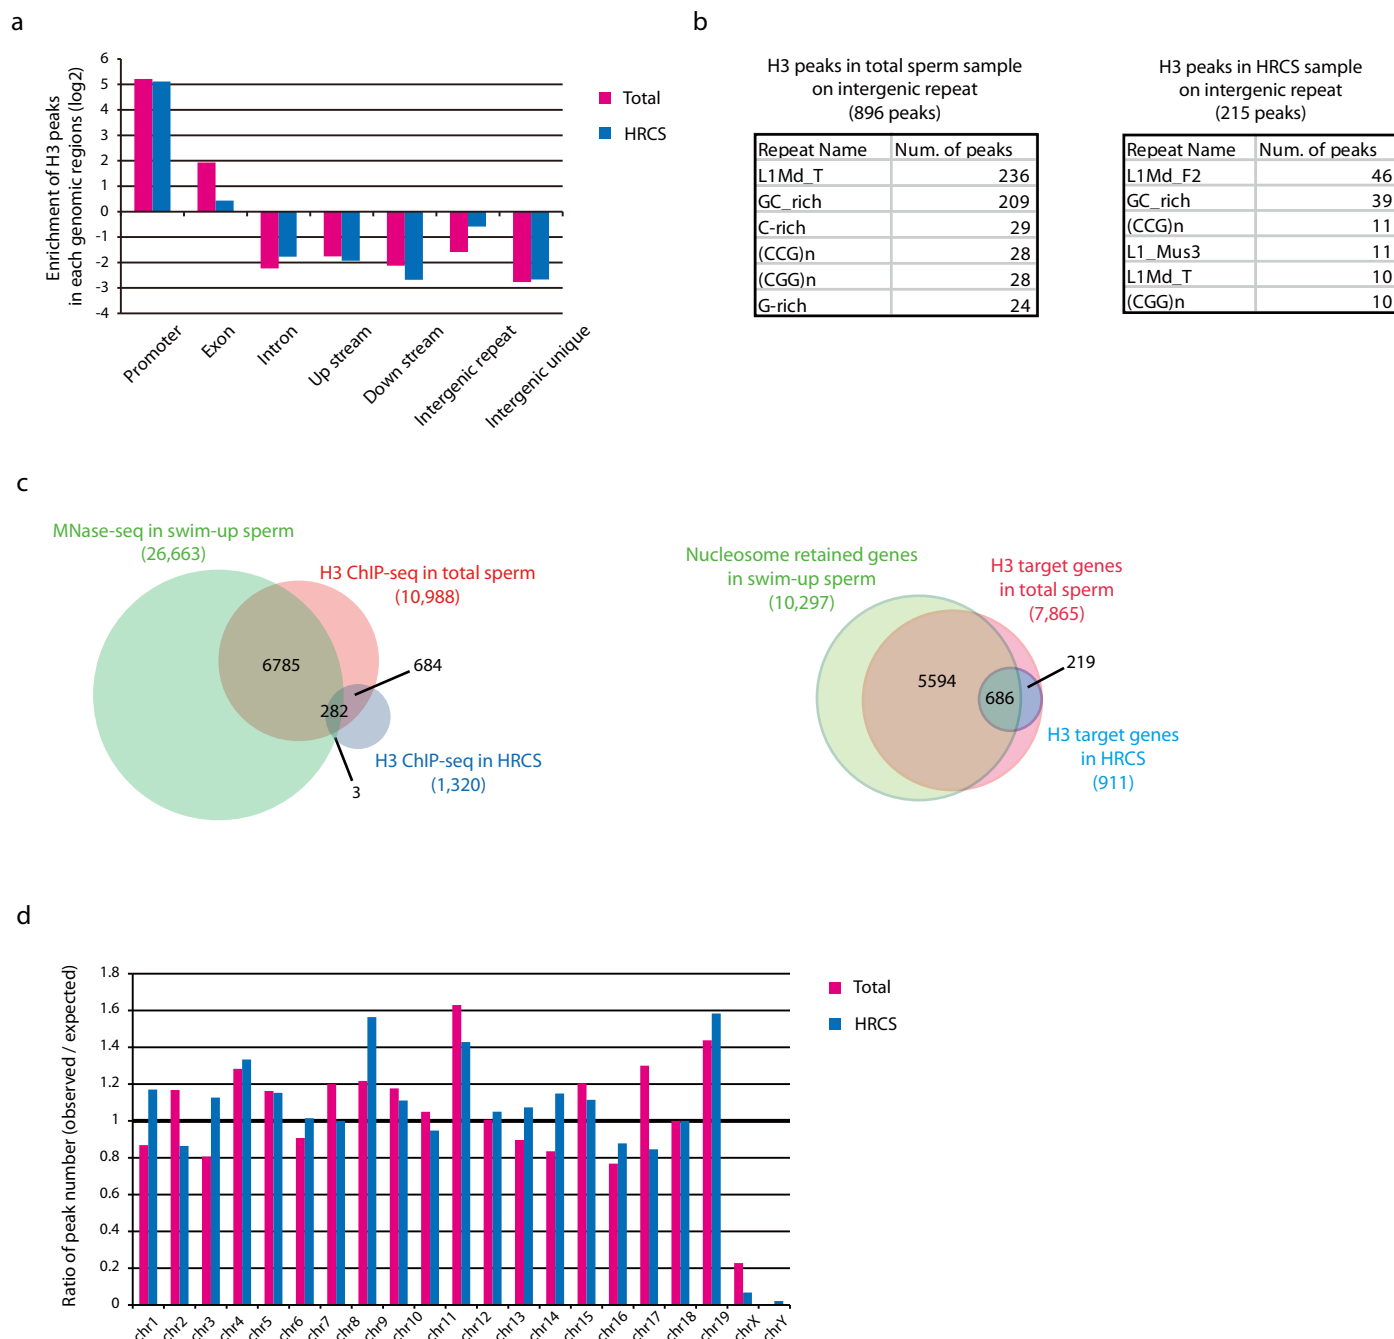

**Supplementary Fig. 5 | Analysis for genomic feature of H3-binding site distributions.** **a**, Enrichment of H3 peaks relative to mouse genome background. Enrichment value is presented as log<sub>2</sub> scale. **b**, The representative names of repetitive regions included in H3 peaks over intergenic region are shown. **c**, (Left) Comparison of peaks between MNase-seq reported by Erkek et al.<sup>2</sup>, and H3 ChIP-seq in total sperm and HRCS. (Right) Comparison of mononucleosome or H3 target genes between MNase-seq in swim-up sperm<sup>2</sup>, and H3 ChIP-seq in total sperm and HRCS. **d**, Frequencies of H3 peak number on each chromosome.

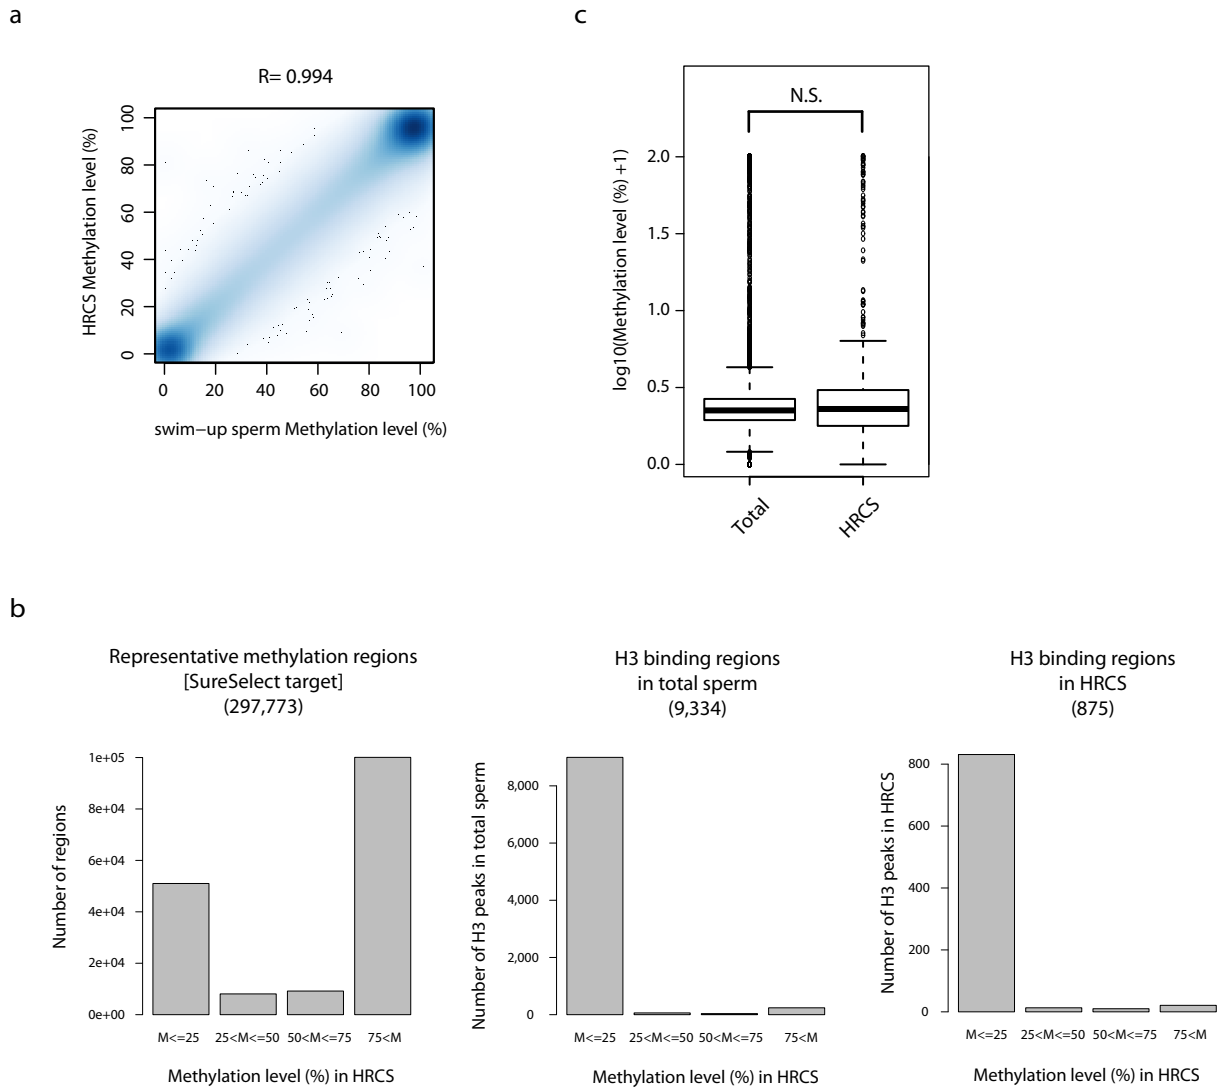

**Supplementary Fig. 6 | Correlation of H3-binding sites and DNA methylation status. a**, Scatter plot for DNA methylation level between swim-up sperm and HRCS. **b**, Genomic regions targeted by the SureSelect capture probes and H3 peaks in total sperm were divided into four groups by DNA methylation level (%) in HRCS. **c**, Box plot for methylation level (%) in H3 peaks of total sperm and HRCS.

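The panels relate the location of H3 peaks to DNA methylation. The first plots the level of each region in swim-up sperm against its level in HRCS, the second sorts the captured regions and the H3 peaks of total sperm by their level in HRCS, and the third compares the levels of H3 peaks. The peaks and the captured regions were not used here, and the windows of 200 bp that cover the captured CG sites were sorted by the same 4 classes. In HRCS, 57.1% of the windows had a level of at most 25%, 4.32% a level over 25 to 50%, 3.83% a level over 50 to 75%, and 34.8% a level over 75%. In swim-up sperm the shares were 57.3%, 4.24%, 3.85% and 34.6% in the same order. The share at most 25% was 57.0% and 57.2% in the HRCS libraries taken singly, and 57.1% and 57.4% in the swim-up libraries, so the fractions overlap. In HRCS this share moved most with at least 5 qualifying sites per window, to 75.9%, and nearly as far the other way, to 38.3%, in windows of 1000 bp. Low levels went with dense CG sites. Of the windows in which 3 to 5 CG sites are listed (106860 windows), 31.3% were at most 25% methylated in HRCS and 31.6% in swim-up sperm. This rose in HRCS to 63.2% of the 60925 windows with 6 to 9 CG sites and 89.3% of the 28841 windows with 10 to 14. It reached 97.8% of the 16455 windows with 15 to 19 CG sites and 99.7% of the 18408 windows with 20 or more. The swim-up libraries gave 63.4%, 89.3%, 97.8% and 99.7% for these classes.

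**Figure D2:**
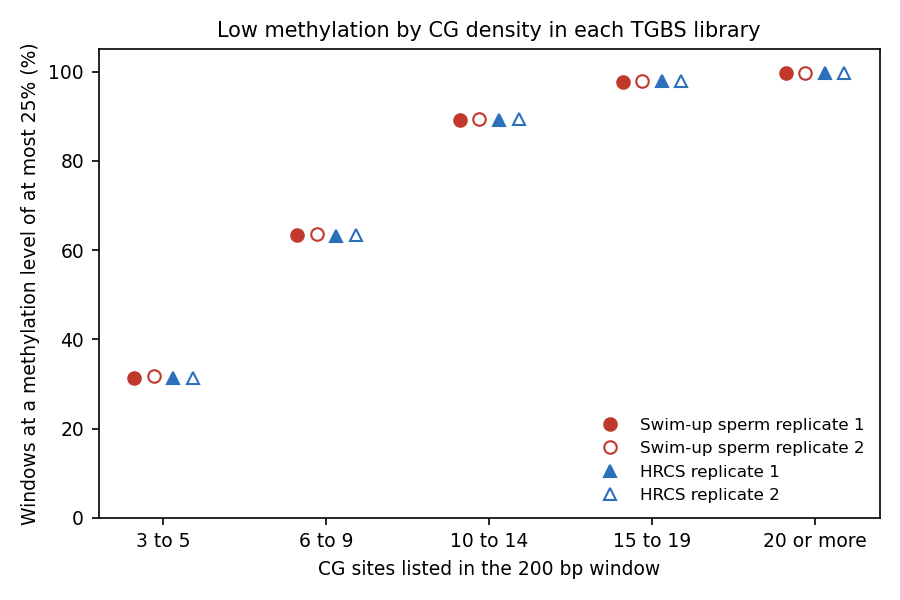
Share of windows (%) with a methylation level of at most 25%, by the number of CG sites listed in the window of 200 bp, with a point for each TGBS library. In every library the share rises with each class, and in HRCS it goes from 31.3% to 99.7%.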

**a**

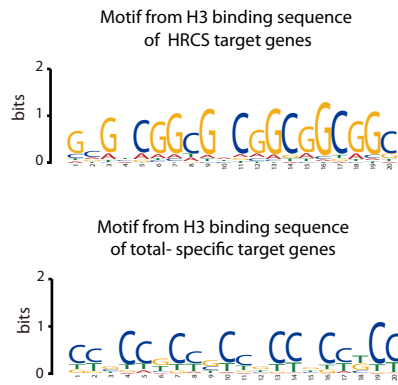

**b**

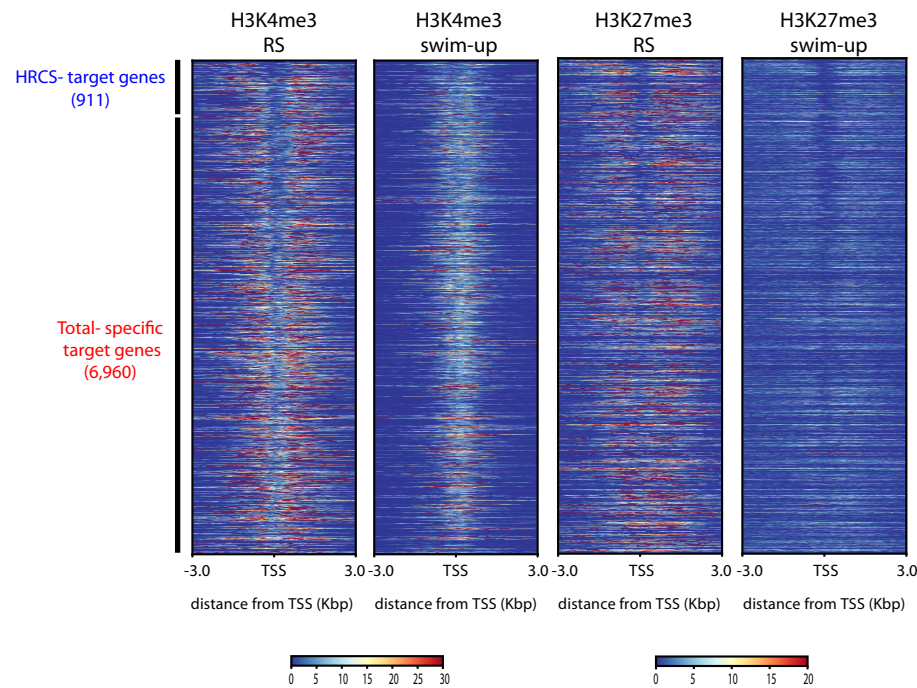

**Supplementary Fig. 7 | Binding motif and epigenetic signature for H3 target genes in total sperm and HRCS.**

**a**, The most likely binding motif was extracted from H3-binding sequence of HARCS target genes and total-specific target genes by the MEME algorithm. **b**, Heat map for signal intensity of H3K4me3 ChIP-seq and H3K27me3 ChIP-seq data reported previously<sup>2</sup> in round spermatid and swim-up sperm across H3 target genes in total sperm and HRCS.

a

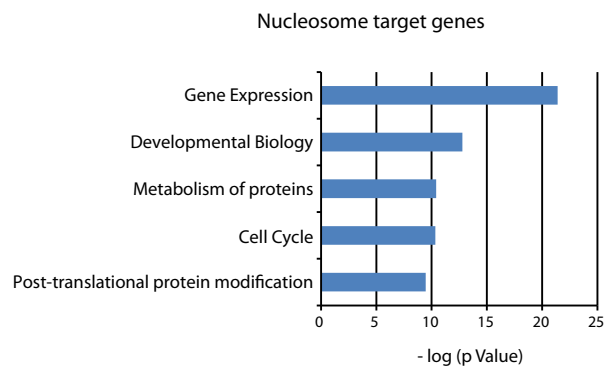

b

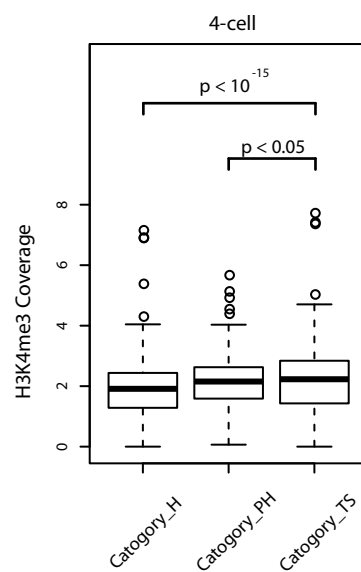

**Supplementary Fig. 8 | Relationship between H3 target genes in sperm and epigenetic modification in 4-cell stage**

**a**, Pathway analysis for nucleosome target genes reported by Erkek et al.<sup>2</sup> using Reactome datasets. The five top pathway names are presented. **b**, Box plot for H3K4me3 coverage in downstream region of TSS (between TSS and -0.5kb) for category\_H, category\_PH or category\_TS genes. P values were calculated by Wilcoxon rank sum test.

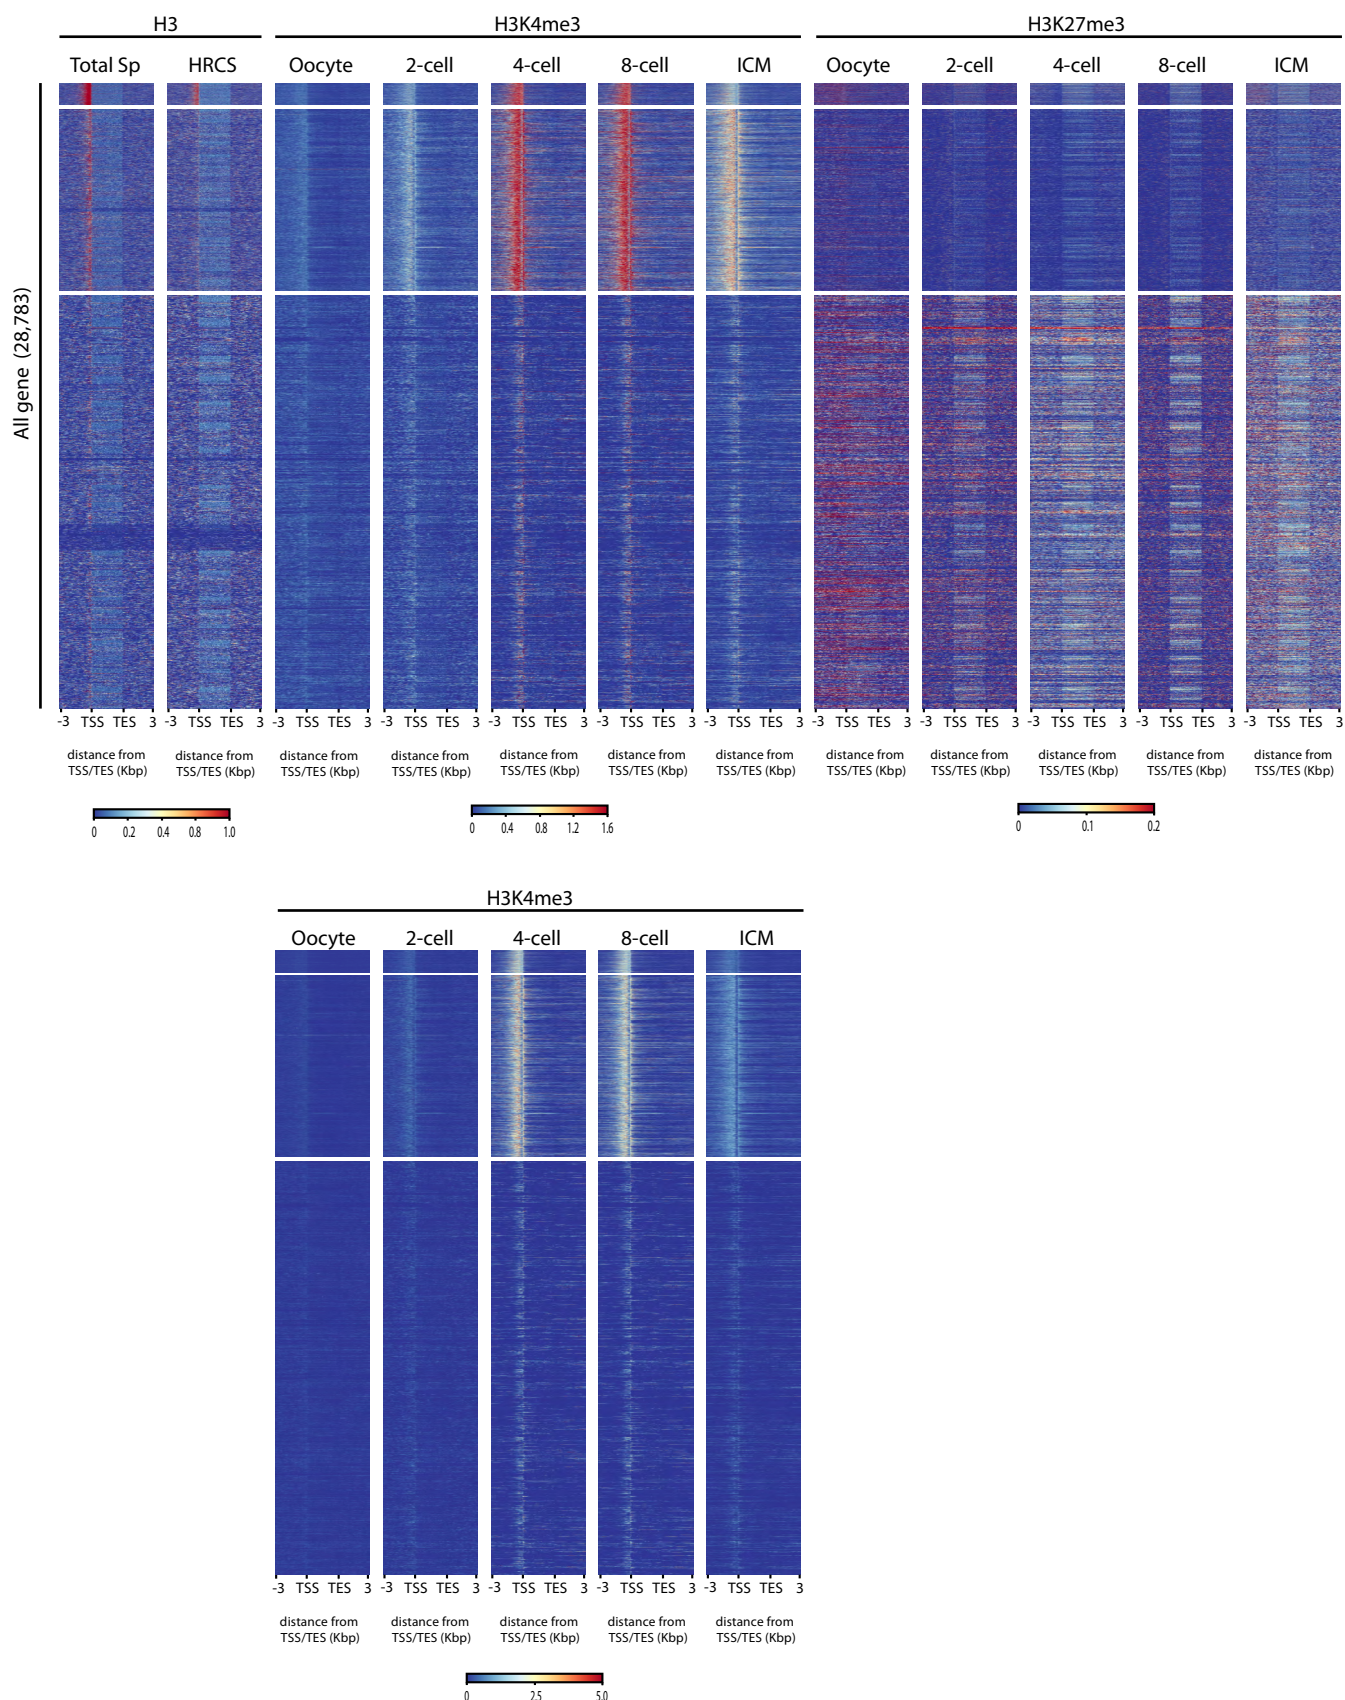

**Supplementary Fig. 9 | Dynamics of epigenetic mark in H3 target genes during early embryogenesis.** (Top) Heat map for signal intensity of H3K4me3 and H3K27me3 ChIP-seq data<sup>3</sup> from oocyte, 2-cell, 4-cell, 8-cell, and ICM stages across 2 kb around all genes including H3 target genes in total sperm and HRCS, and no H3 target genes in sperm. All genes were categorized into three groups reflecting a specific pattern of each signal by *k*-means clustering. (Bottom) Heat map for signal intensity of H3K4me3 data with different scale is shown to more clearly indicate the difference between genes in HRCS and in total sperm.

**a**

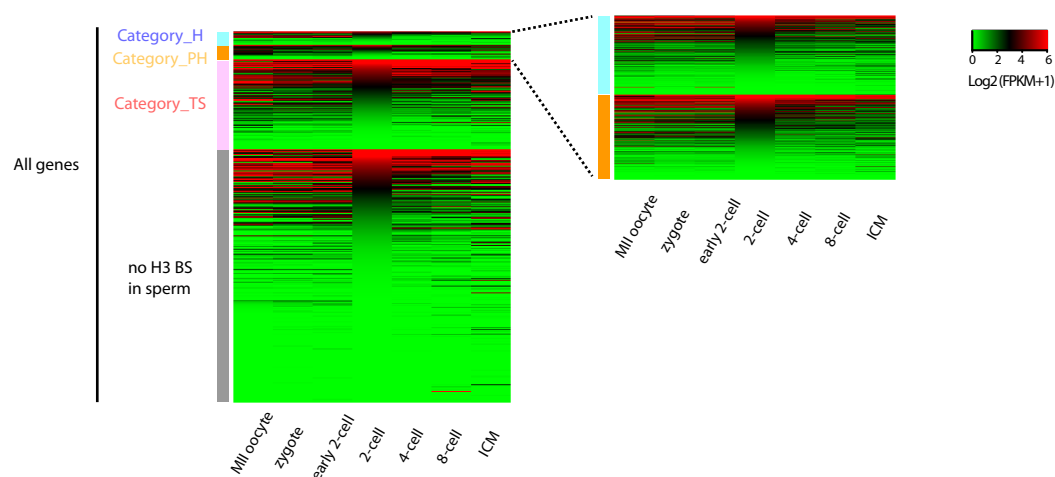

**b**

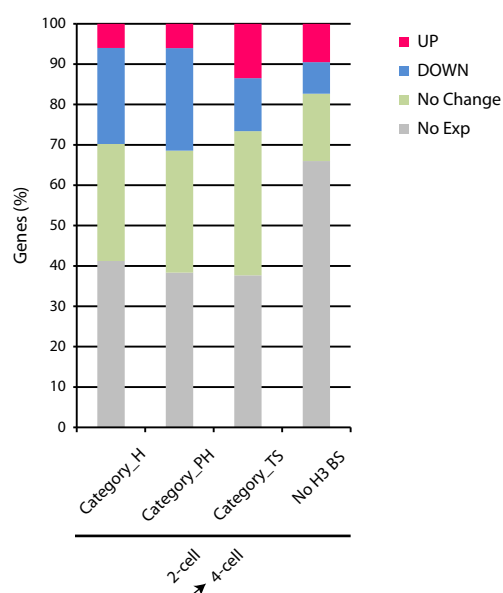

**Supplementary Fig. 10 | Dynamics of expression profile in H3 target genes during early embryogenesis.**

**a**, Expression levels of all genes<sup>4</sup> included in category\_H/PH/TS are indicated by the heat map. **b**, Population of genes with gene expression changes from the 2-cell to 4-cell stage. The expressional changes were defined as up (fold change > 2), down (fold change < 0.5), no change (0.5 < fold change < 2), and no expression (FPKM < 1).

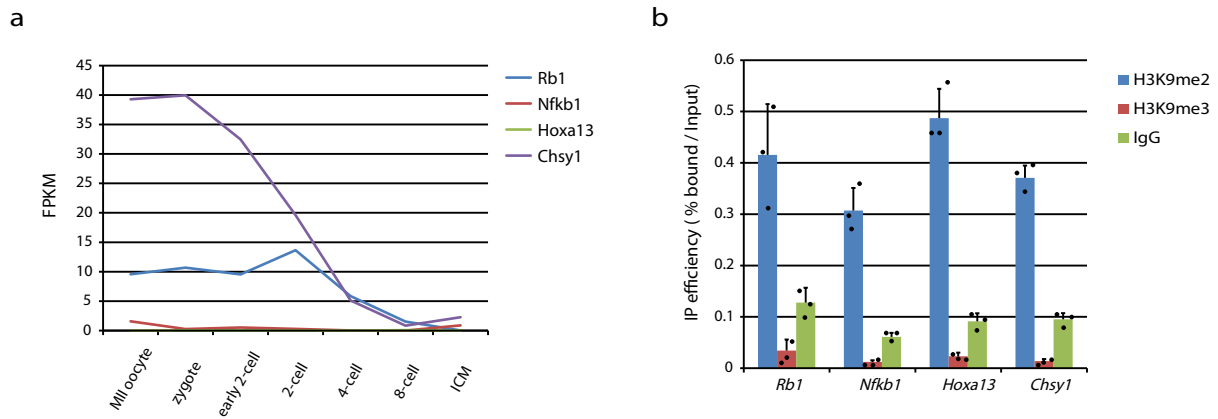

**Supplementary Fig. 11 | Analysis for the presence of H3K9me2/3 marks for category\_H genes in HRCS.**

**a**, Expression level of 4 category\_H genes during early embryogenesis. **b**, ChIP-qPCR result of the abundance of H3K9me2 and H3K9me3 at category\_H genes in HRCS. ChIP experiment with non-specific mouse IgG was also performed as negative control. ChIP efficiency was normalized by input DNA sample. Results are from three independent experiments (mean and s.d. of  $n = 3$  mice).

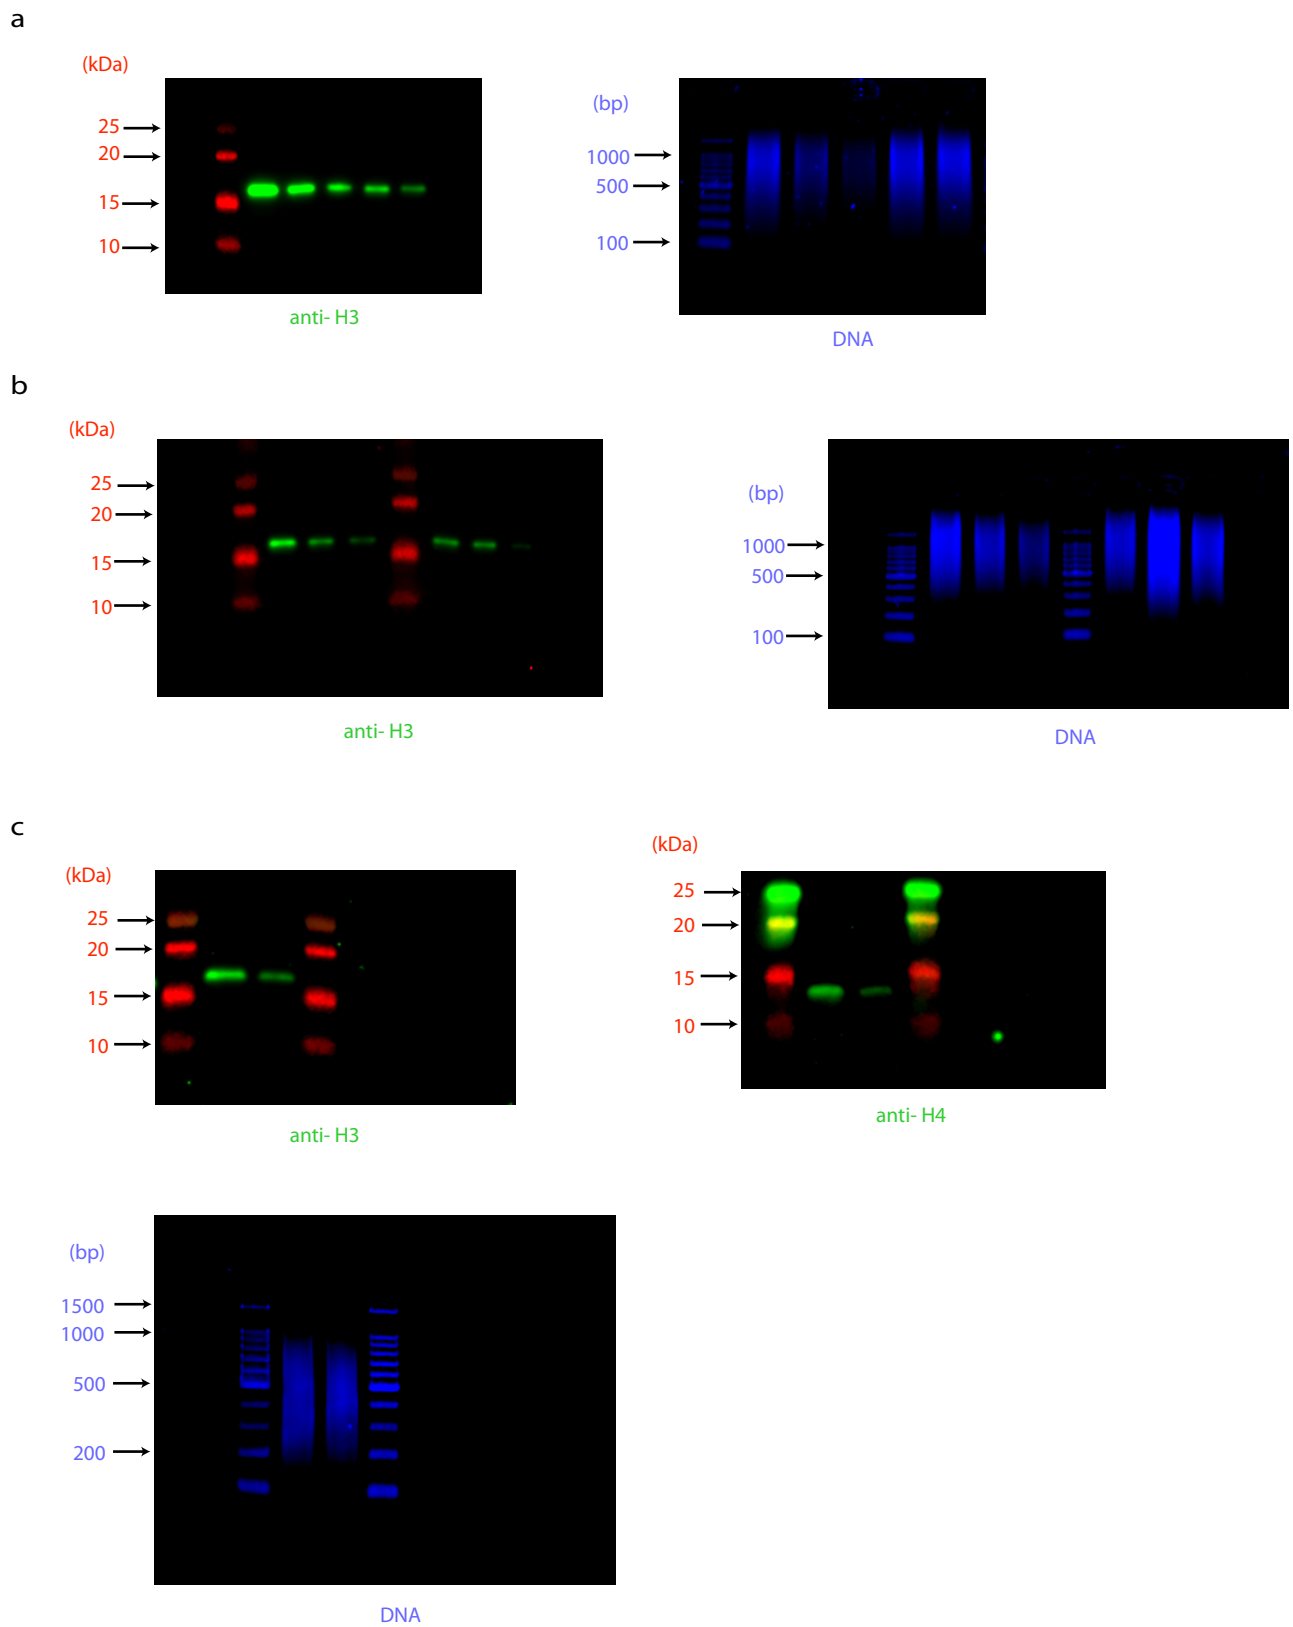

**Supplementary Fig. 12 | Uncropped data of western blotting and agarose gel electrophoresis. a,** Whole images of Fig. 1b. **b,** Whole images of Fig. 1f. **c,** Whole images of Fig. 2c.

Supplementary Table 1 | List of primers used in this study

| Primer Name | Forward                 | Reverse                | Anneal. Temp. |
|-------------|-------------------------|------------------------|---------------|
| Rb1         | ACCCGACTCCCGTTACAAAA    | GGCGGAAGTGACGTTTTCC    | 62°C          |
| Nfkb1       | GTGGCGAAACCTCCTCTTCC    | CGTCTGTCTGCTCTCTCTCGAC | 62°C          |
| Hoxa13      | CGTTGTCGTAGAGAAACATGACG | CACTGGGGTCTTCTCCATGC   | 62°C          |
| Chsy1       | ATGCTGCTCGGGCTCGT       | GCCCACTCGCTTCAGCTC     | 62°C          |

**Supplementary Table 2** | Query codes of published datasets used in this study

| Experiment        | Cell Type       | Query Code          |
|-------------------|-----------------|---------------------|
| H3K4me3 ChIP-seq  | Round Spermatid | GSM1046840          |
| H3K4me3 ChIP-seq  | Swim-up sperm   | GSM1046832          |
| H3K27me3 ChIP-seq | Round Spermatid | GSM1046842          |
| H3K27me3 ChIP-seq | Swim-up sperm   | GSM1046834          |
| MNase-seq         | Swim-up sperm   | GSM1046827          |
| MNase-seq (input) | Swim-up sperm   | GSM1046836          |
| ATAC-seq          | 2-cell          | GSM1933924          |
| ATAC-seq          | 4-cell          | GSM1625847          |
| ATAC-seq          | 8-cell          | GSM1933928          |
| ATAC-seq          | ICM             | GSM1933930          |
| H3K4me3 ChIP-seq  | MII Oocyte      | GSM2082662          |
| H3K4me3 ChIP-seq  | 2-cell          | GSM2082670          |
| H3K4me3 ChIP-seq  | 4-cell          | GSM2082677          |
| H3K4me3 ChIP-seq  | 8-cell          | GSM2082684          |
| H3K4me3 ChIP-seq  | ICM             | GSM2082696          |
| H3K27me3 ChIP-seq | MII Oocyte      | GSM2082666          |
| H3K27me3 ChIP-seq | 2-cell          | GSM2082673          |
| H3K27me3 ChIP-seq | 4-cell          | GSM2082680          |
| H3K27me3 ChIP-seq | 8-cell          | GSM2082686          |
| H3K27me3 ChIP-seq | ICM             | GSM2082698          |
| RNA-seq           | Embryogenesis   | GSE66582 stage FPKM |

## Supplementary References

1. Evenson, D.P. et al. Sperm Chromatin structure assay (SCSA). *Methods Mol. Biol.* **927**, 147-64 (2013)
2. Erkek, S. *et al.* Molecular determinants of nucleosome retention at CpG-rich sequences in mouse spermatozoa. *Nat. Struct. Mol. Biol.* **20**, 868–875 (2013).
3. Liu, X. *et al.* Distinct features of H3K4me3 and H3K27me3 chromatin domains in pre-implantation embryos. *Nature*. **537**, 558-562 (2016).
4. Wu, J, *et al.* The landscape of accessible chromatin in mammalian preimplantation embryos. *Nature*. **534**, 652-7 (2016).

# Supplementary material for: Mapping of histone-binding sites in histone replacement-completed spermatozoa
**Source:** Nat Commun. 2018 Sep 24;9:3885. doi: 10.1038/s41467-018-06243-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Results of gene functional analysis for category\_H and category\_TS target genes**

Pathway analysis for category\_H and category\_TS genes using Reactome datasets and GO biological process. All the pathway names are presented.

How the deposited data were processed for this re-analysis (not part of the article)

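DNA methylation in swim-up sperm and in HRCS was measured by TGBS, with 2 libraries per fraction. Genomic DNA was enriched with capture probes, tagged by the post-bisulfite adapter method and sequenced as single reads. The authors mapped the reads to mm9 with Bmap and deposited 1 table per library, which gives for each CG site and strand the counts of methylated reads and of all reads. The counts are whole numbers and carry no normalization. The columns have no names, and the one that never exceeds the count of all reads was taken as methylated reads. A count of unmethylated reads would also never exceed it. With this reading, windows with 20 or more CG sites had a low mean level, 1.44% in HRCS. The paper places H3 peaks, most of them in CpG islands, mainly in regions of lower methylation. The paper's text names no removal of duplicate reads and no minimum coverage. PCR copies of a read are not independent molecules, and a read that spans several CG sites is counted several times. The confidence intervals treat each count as independent, so they can be too narrow even for counting error.

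Each table lists 21726070 CG sites after both strands are added together, 21342492 of them on chromosomes 1 to 19, X and Y. The libraries held 78562921 and 71379227 calls in swim-up sperm and 89403347 and 78381101 in HRCS, where a call is 1 read at 1 CG site. Most calls, between 88.7% and 89.6% per library, lie on the minus strand in the tables' notation. CG sites with at least 10 reads in all 4 libraries (1934865 sites) held between 76.3% and 77.9% of the calls of each library. At 10 reads, a single read moves the level of a site by 10 percentage points, and a window averages at least 3 sites.

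Regions were windows of 200 bp counted from position 1 of each chromosome, kept where at least 3 CG sites had at least 10 reads in every library. The level of a window is the plain mean of its site levels, and the level of a fraction is the mean of its 2 libraries. Pearson's r was computed across windows, and r between replicates and between single libraries of different fractions was set beside it. Mean levels were compared with a two-sided exact permutation test over the libraries, for which 0.33 is the smallest p possible. Differentially methylated windows were found with edgeR's quasi-likelihood test on methylated and unmethylated calls summed over the sites of a window, with a term for each library, a term for methylated calls and a term for methylated calls in HRCS, and 1 dispersion without a trend. The adjusted p is that of Benjamini and Hochberg over all windows, with a threshold of 0.05. The libraries were read and summarised in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and the models were fitted in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Confidence intervals for shares of mitochondrial calls are Wilson intervals at 95%.

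The test was also run on simulated libraries that have the depth and mean levels of the real windows and the spread between replicates of the real data, with 200 windows changed by 10, 20, 30 or 40 percentage points. The 200 were drawn at random, with low windows raised and high ones lowered. Changes in the opposite direction were not simulated, and few of the windows drawn from have a middle level. edgeR's test called 127 of the 200 in the right direction (63.5%), or 30%, 64%, 70% and 90% by size, and 3 unchanged windows among its 130 calls. With the replicate block it recovered 117. limma recovered 0 of the 200, with no windows called, and Fisher's exact test on pooled calls recovered 180 but called 2865 unchanged windows. An earlier version of the simulation used 1 spread for all levels, which overstated the spread near 0 and 100%, and edgeR's test then recovered none. The spread was therefore estimated by level, and the test itself was not changed.

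The comparisons of the fractions, their main settings and all alternatives but 1 were chosen before the data were examined. The other divisions of the libraries, the look at single CG sites within a window and the tests of explanations were chosen later. Fixed in advance was also the rule for naming windows: the 5 largest increases and the 5 largest decreases among windows past the adjusted p whose HRCS libraries both lie on the same side of both swim-up libraries. All 7 windows past the adjusted p met it. The alternatives were minimums of 5 and 20 reads, windows of 100, 500 and 1000 bp, single CG sites, minimums of 1 and 5 sites per window, thinning to 10 reads, leaving out sites of very high coverage, autosomes only, levels from pooled calls, other tests, and leaving out each library in turn. Keeping the strands of a CG site separate was added after the data were seen.

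Positions are those of mm9, as in the deposited tables. The annotation used here would be of another build, so genes and their promoters were not analysed here. The H3 peaks and the probe regions were not used here, and the methylation levels of H3 peaks were not analysed here.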

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

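Chosen only after the result was seen were the tests of library size, of a single fragment, of target capture, of DNA from other cells and of bisulfite conversion for the mitochondrial calls, and the test of the surrounding DNA for chromosome 14.

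The paper does not report on the mitochondrial sequence, where a difference between the fractions appeared. The swim-up libraries had 162 and 355 calls there, or 2.06 and 4.97 per 1000000 calls, and the HRCS libraries had 3423 and 2205 calls, or 38.3 and 28.1 per 1000000. The lower HRCS library was 5.66 times the higher swim-up library on this scale, so a difference in library size is not the cause. A single over-amplified fragment is argued against by the position of the calls: in 13 of the 13 segments of 1 kb with at least 20 calls, both HRCS libraries were above both swim-up libraries. Weaker target capture in HRCS would raise all DNA outside the captured sites. The share of calls outside the sites with at least 10 reads in every library was 23.2% and 23.7% in the swim-up libraries and 22.1% and 22.1% in the HRCS libraries, a ratio of 0.945, which leaves no room for a rise of the mitochondrial size. Of 93161 autosomal stretches of 16 kb with at least 100 calls, 1 had a ratio as high as 5.66. These stretches are nuclear, so they cannot show how far mitochondrial calls vary between preparations. The swim-up libraries themselves had 2.06 and 4.97 per 1000000, so chance between preparations is not excluded. DNA of other cells in the HRCS preparation stays open. Windows of at most 5% were higher by 0.0986 percentage points in HRCS (two-sided exact permutation test, p = 0.667), but these windows are chosen by their level, which limits the difference they can show, and a small admixture of cells rich in mitochondria could leave nuclear levels at that size. The fractions also differ by preparation, since HRCS are sperm heads that the paper separated from their tails. Whether that step changes the mitochondrial calls, and in which direction, was not tested.

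The methylated share of the mitochondrial calls differed too. It was 2.47% (95% Wilson interval 0.964 to 6.18) and 3.94% (2.36 to 6.51) in the swim-up libraries, and 17.3% (16.0 to 18.6) and 21.9% (20.2 to 23.7) in the HRCS libraries. The intervals treat calls as independent, though a read can add several, so they can be too narrow. The share was higher in both HRCS libraries than in both swim-up libraries in 8 of the 11 such segments with calls in every library, and lower in both in 0 of them. In the segment with the most calls, from 13001 to 14000, it was 1 of 44 and 0 of 64 calls in the swim-up libraries, which for the latter allows up to 5.66% by the Wilson interval, and 21.0% of 894 and 25.1% of 601 calls in the HRCS libraries. In the segment with the lowest share in HRCS, from 4001 to 5000, it was 1 of 193 and 1 of 95 calls there, against 1 of 7 and 0 of 19 in the swim-up libraries. The segment from 5001 to 6000 did not show the rise. It had 16 of 505 and 0 of 304 calls methylated in the HRCS libraries and 1 of 32 and 9 of 66 in the swim-up libraries. From 6001 to 7000, 5 of 246 and 0 of 181 calls were methylated in the HRCS libraries and 0 of 8 and 0 of 30 in the swim-up libraries. The segments without the rise thus adjoin, from 4001 to 7000. Incomplete bisulfite conversion in the HRCS libraries is argued against, because nuclear windows with 20 or more CG sites, a set not chosen by level, were at 1.35% in swim-up sperm and 1.44% in HRCS. The difference was 0.0877 points (two-sided exact permutation test, p = 0.667), against 16.4 points for the mitochondrial calls. The sequence listed as LAMBDA, whose methylation state is not known, had 8 of 20 and 1 of 2 calls methylated in the HRCS libraries and 0 calls in the swim-up libraries, so it allows no comparison of the fractions. Reads from nuclear copies of mitochondrial sequence, which could be methylated, were not tested. No biological explanation was tested.

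On chromosome 14 (mm9), 3 CG sites from 66440436 to 66440524 had 1237 and 3092 calls in the HRCS libraries and 1 and 0 in the swim-up libraries. The sites lie in the autosomal stretch with the ratio above that of the mitochondrial sequence, and the paper does not discuss them. Of the HRCS calls, 97.7% and 98.4% were methylated. Extra copies of the surrounding DNA are argued against: the 15 other CG sites within 2 kb had 4 and 8 calls in the swim-up libraries and 5 and 6 in the HRCS libraries, a ratio of 0.813 after scaling to library totals. A sequence amplified in the HRCS libraries remains a candidate explanation. Its 89 bp would fit within a read, but the calls were uneven over the 3 sites. In order of position they were 461, 646 and 130 in HRCS replicate 1 and 1194, 1605 and 293 in HRCS replicate 2. Reads that all span the 3 sites would give about equal calls, so a single fragment always read in full is argued against. Of the HRCS calls, 77.7% were on the minus strand and the rest on the plus strand. That argues against amplification of a single strand and leaves a double-stranded sequence open. No biological explanation was tested.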

How the results depend on the processing

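Keeping the strands of a CG site separate was the only alternative chosen after the data were seen.

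The correlation between the fractions, 0.997, stayed between 0.993 and 0.998 under all alternatives. It was 0.996 with a minimum of 5 reads per site and 0.998 with 20, 0.993 for single CG sites, 0.993 with at least 1 qualifying site per window and 0.998 with at least 5, and 0.996 with every site thinned to 10 reads. With each library left out in turn it was between 0.995 and 0.996, where 1 fraction is a single library. The share of windows apart by over 10 points, 1.87%, was 3.18% with a minimum of 5 reads and 0.961% with 20, 1.31% in windows of 1000 bp, 5.75% for single CG sites, 5.93% with at least 1 site and 0.910% with at least 5, and 3.32% after thinning. It was between 3.16% and 4.00% with each library left out. Fewer reads behind each level, by construction, add sampling noise under thinning; for the other settings the cause was not tested.

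The share of windows at most 25% methylated in HRCS, 57.1%, moved with the windows that are kept. It was 50.8% and 67.3% with minimums of 5 and 20 reads, 71.3%, 44.0% and 38.3% in windows of 100, 500 and 1000 bp, 66.1% for single CG sites, and 39.2% and 75.9% with at least 1 and at least 5 sites. Smaller changes were 57.2% after thinning, 56.9% for autosomes only, 57.6% with the strands kept separate, and 55.6% to 56.8% with each library left out. The cause was not tested.

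The mean level difference, 0.0469 points, changed sign to −0.00836 with a minimum of 5 reads, −0.0179 in windows of 1000 bp and −0.0284 with at least 1 site. It was between −0.123 and 0.206 with each library left out, and negative without swim-up replicate 2 and without HRCS replicate 1 (−0.00702). On autosomes the difference, 0.0495 points, was −0.00606 with a minimum of 5 reads and 0.112 with 20. On the X chromosome, −0.228 points became −0.185 with a minimum of 5 reads and −1.20 with 20, where 454 windows were left and the SD between replicates was 0.923 in swim-up sperm and 1.01 in HRCS. On the Y chromosome, −0.567 points became 0.933 with a minimum of 5 reads. With a minimum of 20 reads no window of the Y chromosome was left. The cause of these changes was not tested. With 0.33 the smallest exact permutation p possible for 2 libraries against 2, the p-values of these differences say nothing about stability.

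The 7 differentially methylated windows of edgeR's quasi-likelihood test became 13 and 2 with minimums of 5 and 20 reads, 11 and 4 in windows of 100 and 500 bp, and 11 and 4 with at least 1 and at least 5 sites. The cause was not tested. After thinning to 10 reads, edgeR's test called 0 windows, with 5726 at an unadjusted p under 0.05. limma also called 0, with 13751 at an unadjusted p under 0.05, and since it recovered 0 of the changed windows in simulated data its count says nothing about stability. Fisher's exact test on pooled calls called 1887 windows, and by its construction it leaves out the spread between replicates. With each library left out the number was between 2 and 16: 16 without swim-up replicate 1, 5 without swim-up replicate 2, 3 without HRCS replicate 1 and 2 without HRCS replicate 2. There the lone library of a fraction is assumed to vary like the libraries of the other. Windows of 1000 bp gave 5, the strands kept separate 6, sites of very high coverage left out 8, and autosomes only, windows not at 0 or 100% in all libraries, and a difference of over 10 points 7 each.

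The replicate numbers are not known to pair the libraries. The differences between replicate 1 and replicate 2 in swim-up sperm and in HRCS had an r of −0.000985 across windows, so libraries of the same number did not deviate together. This does not exclude a pairing whose effect is small beside the noise of single libraries. The test with the replicate block called 10 windows, 4 higher and 6 lower in HRCS.

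All 7 named windows kept their direction with each library left out, and the 4 tested with a minimum of 20 reads kept it there. Sizes moved by over 1.5 times in 3 windows: from 33.3 to 62.3 points on chromosome 19 with a minimum of 20 reads, from −31.8 to −20.8 on chromosome 1 with a minimum of 5 reads, and from 12.7 to 6.26 without HRCS replicate 2 and 19.2 without HRCS replicate 1 on chromosome 3 from 8666801. The cause was not tested. The 7 stayed past the adjusted p with the minimum of 5 reads and with the replicate block, and 0 of the 7 did so with limma. With a minimum of 20 reads, 2 of the 4 windows tested stayed past it. Without swim-up replicate 1, 4 of the 7 stayed past it, without swim-up replicate 2, 3, and without either HRCS replicate, 2. The shares of low windows by CG density kept their order with a bound of 10% in place of 25%, from 24.7% with 3 to 5 CG sites to 99.5% with 20 or more. The alternatives planned for genes named in the paper were not run.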

Differences from the paper's values

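Pearson's r between HRCS and swim-up sperm was 0.997 here across windows of 200 bp, while the paper's value is about 0.99 in Supplementary Fig. 6a, which covers regions of its own. Of the alternatives set before the data were examined, single CG sites (0.993) and windows with at least 1 qualifying site (0.993) lay within the rounding of the paper's value. The minimums of 5 and 20 reads, windows of 100, 500 and 1000 bp, at least 5 sites per window, thinning to 10 reads, sites of very high coverage left out, autosomes only, levels from pooled calls and each library left out in turn did not.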

Other observations

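Chosen only after the result was seen were the tests of other divisions of the libraries, of the single CG site on chromosome 12, of windows near 0 and 100%, and of very high coverage and the spread of calls on the X chromosome.

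Whether the 7 differentially methylated windows reflect the fractions cannot be told apart from a chance division of the libraries. Of the 3 ways to divide the 4 libraries into pairs, 2 gave at least 7 windows, the real one included, and 3 divisions cannot give a share under 0.05.

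A base variant at a CG site would show as a window in which 1 site carries the difference. That is argued against as the cause of 6 of the 7 windows, in which 36 of 55 qualifying sites moved by over 10 points with their window, between 3 and 8 per window. In the window on chromosome 12, a base variant at 88619460 may explain the difference, since that site was at 0% in HRCS, from 14 and 18 reads, while its 3 neighbours moved by at most 8.71 points. A difference between the mice behind the libraries was not tested.

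The high r between the fractions rests in part on the separation of low and high windows. Within the 18797 windows of 25 to 75%, r was 0.900 between the fractions, 0.798 between the swim-up replicates and 0.844 between the HRCS replicates. For single libraries of different fractions it was 0.802 to 0.836 there, within the range of the replicates.

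In windows of at least 95% (51731 windows), the mean level was 97.0% in swim-up sperm and 96.8% in HRCS, a difference of −0.275 points with both HRCS libraries below both swim-up libraries (two-sided exact permutation test, p = 0.33, the smallest possible). In windows of at most 5% (111204 windows) it was 1.41% and 1.51%, and the HRCS libraries did not both exceed both swim-up libraries (p = 0.667 from the same exact test). A general rise of call errors in HRCS could move both ends to the middle, and it cannot be told apart from a difference between the fractions with 2 libraries each. No biological explanation was tested.

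The methylated share of all calls on the X chromosome was 28.8% and 31.3% in the swim-up libraries and 25.5% and 25.3% in the HRCS libraries, a difference of −4.66 points. A few sites of very high coverage are argued against as the whole cause, since the difference was −4.09 points without them. The plain mean of site levels, in which each site counts the same, differed by −0.144 points over the 72941 sites with at least 1 read in every library. The share of all calls covers 269200 sites. The comparison therefore cannot tell calls spread differently over sites from an effect of the sites left out. On autosomes the share of all calls differed by −1.49 points and the plain mean by −0.0805 points. The cause of the difference in the share of calls was not tested.

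The tables also list a sequence named LAMBDA, on which the paper does not report. It had 0 calls in both swim-up libraries and 20 and 2 in the HRCS libraries, of which 8 and 1 were methylated. The paper's text does not name this sequence as a control of bisulfite conversion.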
